# TSC22D4 is a molecular output of hepatic wasting metabolism

**DOI:** 10.1002/emmm.201201869

**Published:** 2013-01-11

**Authors:** Allan Jones, Kilian Friedrich, Maria Rohm, Michaela Schäfer, Carolyn Algire, Philipp Kulozik, Oksana Seibert, Karin Müller-Decker, Tjeerd Sijmonsma, Daniela Strzoda, Carsten Sticht, Norbert Gretz, Geesje M Dallinga-Thie, Barbara Leuchs, Manfred Kögl, Wolfgang Stremmel, Mauricio Berriel Diaz, Stephan Herzig

**Keywords:** cancer cachexia, lipid metabolism, liver, transcription, TSC22D4

## Abstract

In mammals, proper storage and distribution of lipids in and between tissues is essential for the maintenance of energy homeostasis. Here, we show that tumour growth triggers hepatic metabolic dysfunction as part of the cancer cachectic phenotype, particularly by reduced hepatic very-low-density-lipoprotein (VLDL) secretion and hypobetalipoproteinemia. As a molecular cachexia output pathway, hepatic levels of the transcription factor transforming growth factor beta 1-stimulated clone (TSC) 22 D4 were increased in cancer cachexia. Mimicking high cachectic levels of TSC22D4 in healthy livers led to the inhibition of hepatic VLDL release and lipogenic genes, and diminished systemic VLDL levels under both normal and high fat dietary conditions. Liver-specific ablation of TSC22D4 triggered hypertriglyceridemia through the induction of hepatic VLDL secretion. Furthermore, hepatic TSC22D4 expression levels were correlated with the degree of body weight loss and VLDL hypo-secretion in cancer cachexia, and TSC22D4 deficiency rescued tumour cell-induced metabolic dysfunction in hepatocytes. Therefore, hepatic TSC22D4 activity may represent a molecular rationale for peripheral energy deprivation in subjects with metabolic wasting diseases, including cancer cachexia.

## INTRODUCTION

Cancer-induced cachexia describes a multi-factorial disease condition characterized by massive loss of adipose tissue and skeletal muscle mass and is believed to be responsible for up to 30% of cancer-related deaths in humans (Fearon et al, 2012). Due to the phenotypic heterogeneity of cancer cachexia, which is dependent on tumour type, size and mass (Dewys et al, 1980), and the mostly unknown etiology at the molecular level, cachexia still represents an immediate unmet medical need as effective and routine therapeutic measures are still lacking to date (Tisdale, 2002). Whereas cancer cachexia has traditionally been seen as a tumour-initiated event that eventually deprives host energy resources to feed tumour growth (Theologides, 1979), more recent studies highlight the role of cachectic metabolism as an integrative, global response to noxious stimuli, including tumours but also septic or traumatic conditions (Fearon et al, 2012). Indeed, the clinical severity of cancer cachexia hardly correlates with tumour mass (Martignoni et al, 2005), indicating that the tumour controls peripheral energy balance in critical host tissues, rather than acting as a direct ‘energy sink’.

The vast majority of previous studies have focused on the loss of skeletal muscle and adipose tissue as phenotypic features of cancer cachexia. However, the frequently documented steatohepatitis in experimental and human cancer cachexia and its impact on overall energy homeostasis suggests that the liver also plays an important but as-yet underestimated role in the metabolic performance during cancer cachexia (Martignoni et al, 2009; Teli et al, 1995; Tisdale, 2002). In this respect, hepatic metabolic pathway activities can significantly contribute to overall energy balance during tumour cachexia as classically exemplified by the lactate-to-glucose Cori cycle between tumours and the liver (Holroyde et al, 1975). This suggests that alterations in hepatic glucose and lipid homeostasis may provide critical cues for the manifestation of cancer cachexia but remain largely undefined.

Recent studies in mice and men have identified a number of transcriptional regulators as critical checkpoints in dysfunctional liver energy homeostasis during opposing states of excessive energy availability, i.e. obesity, as exemplified by nuclear receptor co-factors peroxisome proliferator-activated receptor co-activator (PGC) 1, receptor interacting protein (RIP) 140, the steroid hormone receptor co-activators (SRC), and transducin beta-like (TBL) 1 (Berriel Diaz et al, 2008; Feige & Auwerx, 2007; Herzig et al, 2001; Kulozik et al, 2011). Given the importance of transcription factors and their co-regulators as downstream integrators of cachectic responses in other metabolic tissues, including skeletal muscle (Sandri et al, 2004; Zhao et al, 2007; Zhou et al, 2010), we tested the hypothesis that transcriptional co-regulators represent critical molecular output pathways of hepatic energy handling under tumour-bearing, cachectic conditions.

## RESULTS

### Cancer cachexia disturbs hepatic TG handling and export

We employed the well-established colon (C) 26 mouse model for tumour-induced cachexia to delineate the properties of hepatic energy homeostasis during cancer cachexia (Tanaka et al, 1990). To investigate the metabolic impact of tumour growth independently of changes in food intake (anorexia), the experiment was terminated when the tumour-bearing animals had lost roughly 10% of their initial body weight (Fig 1A). At this time point, subcutaneous implantation of C26 cells into wild-type mice (Supporting Information Fig S1A) promoted loss of skeletal muscle and adipose tissue mass, while food intake as well as hepatic cholesterol and triglyceride (TG) content remained unaltered (Fig 1B and C, Supporting Information Fig S1B–D). Circulating levels of non-esterified fatty acids (NEFA) also tended to be decreased in cachectic animals (unpublished observations).

**Figure 1:**
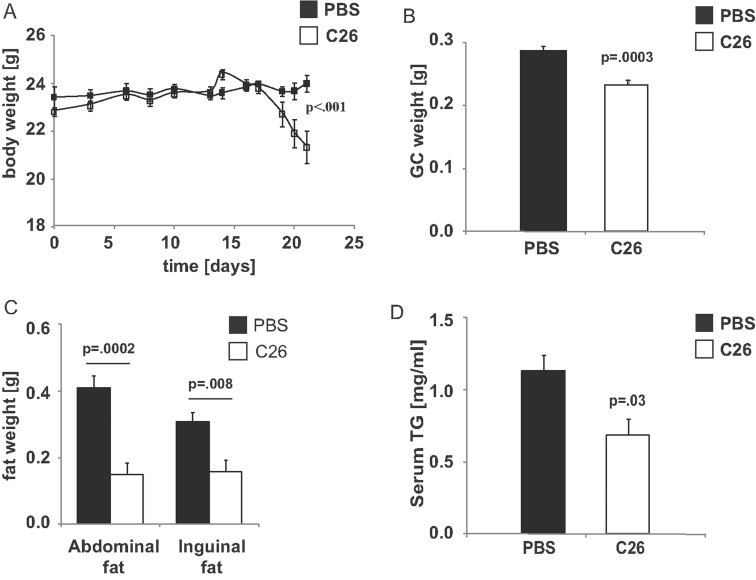
Serum triglycerides are lowered in cancer cachexia Body weight development of Balb/C mice treated with PBS or 1.5 × 10^6^ colon 26 (C26) cells over 3 weeks (means ± SEM, *n* ≥ 6, Two Way Repeated Measures ANOVA, Holm–Sidak *post hoc*).Gastrocnemius (GC) skeletal muscle weight in the same mice as in **A**.Abdominal and inguinal fat weight in the same mice as in **A**.Serum triglyceride levels in the same mice as in **A**. Statistical test **B**–**D**: Student's *t*-test.

Importantly, serum TG as the main systemic energy carriers were found to be significantly diminished in C26 mice as compared with controls (Fig 1D). In this respect, circulating serum TG levels are determined by the relative balance of hepatic very-low-density-lipoprotein (VLDL) production and release, peripheral TG hydrolysis by lipoprotein lipase (LPL) and subsequent clearance into adipose tissue and skeletal muscle, as well as receptor-mediated hepatic VLDL re-uptake (Postic & Girard, 2008).

Consistent with the hypothesis that cancer cachexia specifically disrupts the efficient mobilization and/or shift from intra-hepatic to serum TG pools, C26 mice showed significantly decreased hepatic VLDL secretion as compared with non-tumour-bearing littermates (Fig 2A), while hepatic ApoB uptake capacity from the serum was slightly impaired (Fig 2B). In congruence with the impaired hepatic VLDL secretion rate under cachectic conditions, tumour-bearing animals showed significant downregulation of genes in the lipogenic pathway in the liver as compared with healthy controls, thereby impairing substrate provision for the VLDL assembly pathway (Fig 2C; Elam et al, 2001; Moon et al, 2011).

**Figure 2:**
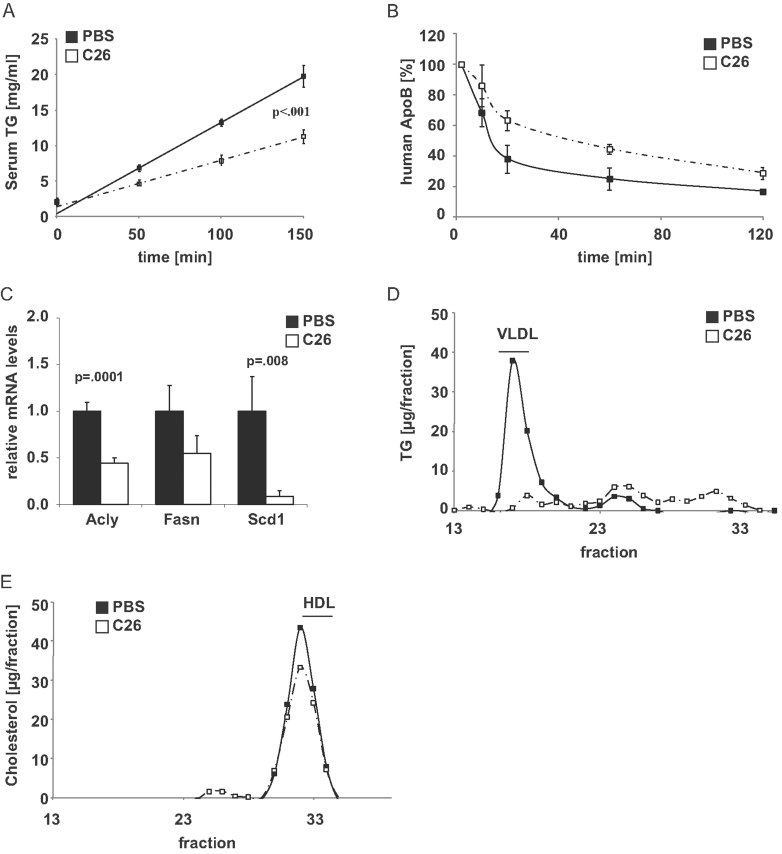
Cachectic mice display impaired hepatic VLDL secretion and hypobetalipoproteinemia Hepatic VLDL release in Balb/C mice injected either PBS or 1.5 × 10^6^ C26 cells (means ± SEM, *n* ≥ 6, Two Way Repeated Measures ANOVA, Holm-Sidak *post hoc*).Clearance of human ApoB from serum of Balb/C mice injected with either PBS or 1.5 × 10^6^ C26 cells. 20 µg of human VLDL were injected into each animal and serum samples were taken at the indicated time points. Human ApoB levels were determined by human-specific ELISA (means ± SEM, *n* = 2–4).Quantitative PCR analysis of hepatic ATP citrate lyase (Acly), fatty acid synthase (Fasn) and stearoyl-CoA desaturase-1 (Scd1) RNA levels in the same mice as in **A** (Student's *t*-test).Lipoprotein-associated serum TG levels as measured by fast protein liquid chromatography (FPLC) in the same mice as in **A**.Lipoprotein-associated serum cholesterol levels as measured by fast protein liquid chromatography (FPLC) in the same mice as in **A**.

Furthermore, fast protein liquid chromatography (FPLC)-mediated fractionation studies demonstrated the almost complete absence of VLDL-associated TG in the serum of tumour-bearing, cachectic animals (Fig 2D), while the cholesterol content of individual lipoprotein species remained unaltered as compared with healthy control animals (Fig 2E). Thereby, these experiments established experimental cancer cachexia as a state of peripheral energy depletion and loss of body mass, associated with hepatic VLDL hypo-secretion and non-familial hypobetalipoproteinemia.

### Cancer cachexia controls distinct molecular output pathways in the liver

The differential gene expression of specific transcriptional regulators between healthy and metabolic disease conditions has frequently been found to reflect a causal, functional role of these factors in the pathogenesis of severe metabolic disorders (Berriel Diaz et al, 2008; Herzig et al, 2001). The profound changes in hepatic lipid handling in tumour-bearing mice therefore prompted us to screen for the dysregulation of distinct transcriptional co-factor gene expression under cachectic conditions, exemplifying nuclear receptor, inflammatory and hormonal (glucocorticoid) signaling in liver.

Gene expression analysis revealed no obvious differences in mRNA levels for transcriptional co-factors PGC-1alpha/beta, SRC1, SRC3, TBL1 and CBP in cachectic livers, whilst GILZ was downregulated (Fig 3A). In contrast, both mRNA as well as protein levels of leucine zipper transcription factor TSC22D4 were found to be induced in livers of tumour-bearing, cachectic mice as compared with healthy control littermates (Fig 3B, Supporting Information Fig S2A), demonstrating that tumour-associated energy wasting is tightly and specifically associated with elevated TSC22D4 expression in the liver.

**Figure 3:**
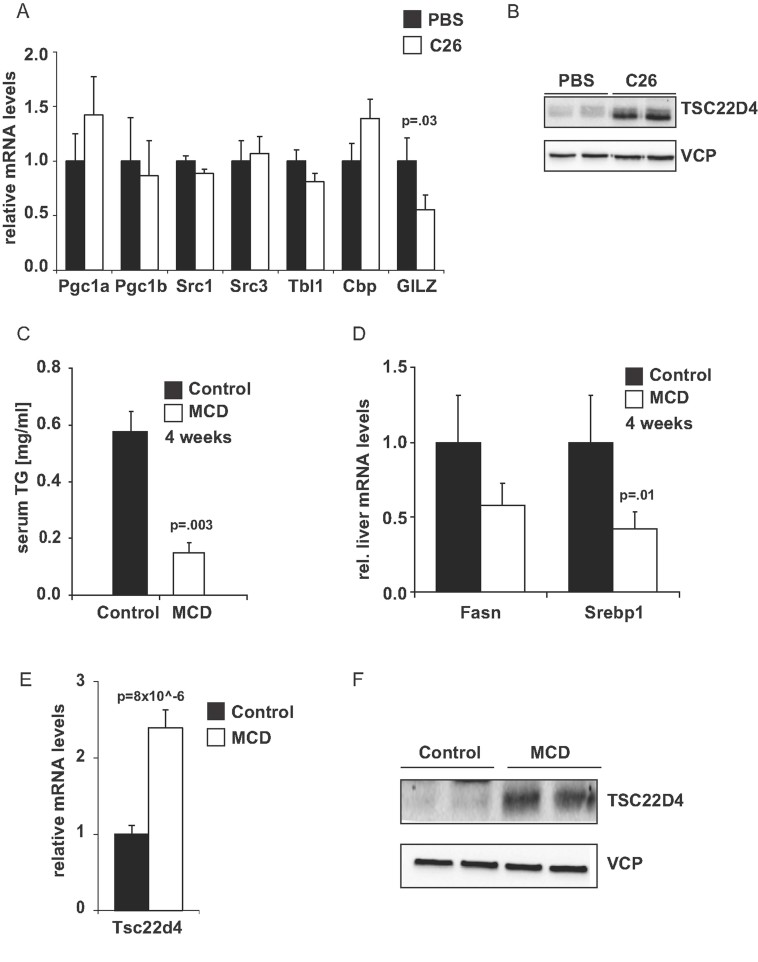
TSC22D4 is induced in experimental wasting conditions Quantitative PCR analysis of Peroxisome proliferator-activated receptor gamma coactivator 1-alpha (Pgc1a), Peroxisome proliferator-activated receptor gamma coactivator 1-beta (Pgc1b), Nuclear receptor coactivator 1 (Src1), nuclear receptor coactivator 3 (Src3), Transducin beta like 1 (Tbl1), Creb binding protein (Cbp) and Tsc22 domain family member 3 (Tsc22d3) in Balb/C mice injected with either PBS or 1.5 × 10^6^ C26 cells (means ± SEM, *n* ≥ 6). Statistical test: Student's *t*-test.Western blot analysis of TSC22D4 and valosine-containing protein (VCP) expression in representative mice from **A**.Serum TG levels in C57Bl/6 mice fed a methionine and choline deficient diet (MCD) or a corresponding control diet for 4 weeks (means ± SEM, *n* ≥ 5).Quantitative PCR analysis of fatty acid synthase (Fasn) and sterol regulatory element-binding protein-1c (Srebp1) RNA levels in the same mice as in **C**.Quantitative PCR analysis of Tsc22 domain family member 4 (Tsc22d4) RNA levels in the same mice as in **C**.Western blot analysis of TSC22D4 and VCP expression in representative mice from **C**. Statistical test **C**–**E**: Student's *t*-test.

To extend these findings to an independent model, wild-type C57Bl/6 mice were placed on a methionine-choline-deficient (MCD) diet for 4 weeks, which is known to trigger peripheral hyper-metabolism and weight loss (Rizki et al, 2006; Supporting Information Fig S2B; Supporting Information Fig S2C) In addition, the liver TG content was elevated by ∼fivefold (Supporting Information Fig S2D), correlating with enhanced serum levels of liver damage markers (Supporting Information Fig S2E) upon MCD diet exposure. At the same time, serum TG levels, lipogenic gene expression, blood glucose levels and liver weight were significantly decreased (Fig 3C and D; Supporting Information Fig S2F, Supporting Information Fig S2G).

Consistent with the cachectic phenotype in tumour-carrying animals, levels of TSC22D4 were found to be significantly upregulated in livers of MCD-fed animals as compared to controls (Fig 3E). Furthermore, Western blot analysis demonstrated a marked induction also of TSC22D4 protein levels in MCD-treated animals (Fig 3F), suggesting that the induction of TSC22D4 expression represents a more global but distinct feature of wasting-associated liver metabolism.

In agreement with this assumption, TSC22D4 expression was significantly reduced in mice fed a high fat diet for 12 weeks, thereby displaying insulin resistance and diet-induced obesity (Supporting Information Fig S2H), overall suggesting that TSC22D4 is downregulated upon metabolic stress conditions, as associated with excess energy stores and availability.

### Liver TSC22D4 controls intra- and extra-hepatic TG levels

Transforming growth factor (TGF) beta 1-stimulated clone 22 (TSC22) D4 (also known as THG-1) was originally cloned based on sequence homologies with growth factor- and glucocorticoid-inducible TSC22 transcription factor family members D1 and D3, and subsequently was found to indeed posses transcriptional activity when fused to heterologous DNA binding domains (Kester et al, 1999). The biological and tissue-specific functions, and the target genes of TSC22D4 in the adult organism have not been defined to date.

Thus, we first aimed at mimicking a TSC22D4-deficient metabolic status by liver-specific genetic manipulation. To this end, we disrupted the activity of TSC22D4 in livers of lean wild-type mice by delivering an adenovirus expressing a TSC22D4-specific or a non-specific control shRNA via tail vein injection. TSC22D4 shRNA treatment significantly reduced hepatic TSC22D4 protein levels as compared with control shRNA-injected littermates (Fig 4A). At day 7 after injection, acute knockdown of TSC22D4 caused no major differences in body-, liver-, total fat- and lean weight (Supporting Information Fig S3A–D), serum and hepatic cholesterol levels (Supporting Information Fig S3F and G), circulating and hepatic NEFA (Supporting Information Fig S3H and I), and serum insulin levels (Supporting Information Fig S3J), compared with controls. In contrast, loss of hepatic TSC22D4 resulted in a significant decrease in liver TG levels, which was evident upon both feeding and fasting conditions (Fig 4B), and a more than 2-fold elevation of total and (VLDL)-associated serum TG levels in the fed state (Fig 4C and D), indicating that TSC22D4 controls hepatic and systemic lipid handling in healthy wild-type animals.

**Figure 4:**
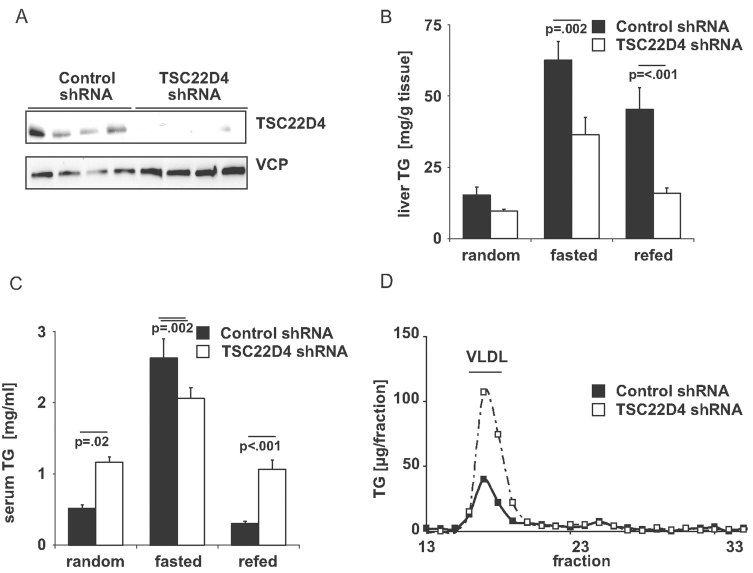
Hepatic TSC22D4 deficiency promotes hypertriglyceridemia Western blot of liver extracts from representative control or TSC22D4 shRNA adenovirus–injected C57Bl/6 mice 7 days after injection using TSC22D4 and VCP antibodies.Liver TG levels of random fed, 16 h fasted and 6 h refed control or TSC22D4 shRNA adenovirus–injected C57Bl/6 mice 7 days after injection (means ± SEM, *n* ≥ 6).Total serum TG levels of the same mice as in **B**.Lipoprotein-associated serum TG levels as measured by fast protein liquid chromatography (FPLC) in random fed control or TSC22D4 shRNA adenovirus-injected C57Bl/6 mice 7 days after injection (means ± SEM, *n* ≥ 6). Statistical test **B**, **C**: Two Way ANOVA; Holm–Sidak *post hoc*.

To confirm the results from acute knockdown experiments in an independent setting, wild-type mice were injected with an adeno-associated virus (AAV) expressing a TSC22D4-specific miRNA or a non-specific control miRNA under the control of a hepatocyte-specific promoter (LP.1), allowing the expression of inhibitory miRNAs specifically in liver parenchymal cells but not in other liver cell types (Rose et al, 2011). After 2 weeks, TSC22D4 miRNA delivery led to a more than 60% decrease in hepatic TSC22D4 mRNA levels (Supporting Information Fig S3K) and also reduced TSC22D4 protein expression in liver as compared with control miRNA- or PBS-injected littermates (Supporting Information Fig S3L). Inactivation of TSC22D4 again triggered an increase in serum TG levels (Supporting Information Fig S3M), while leaving serum cholesterol levels unaffected (Supporting Information Fig S3N).

Given the substantial upregulation of TSC22D4 under conditions of energy wasting (Fig 3B and F), we next sought to test the effects of TSC22D4 overexpression (Fig 5A) on systemic lipid handling. To this end, we employed wild-type mice with adenovirus-mediated liver-specific overexpression of TSC22D4 in a fasting-feeding regimen. In line with the results from TSC22D4 loss-of-function experiments (Fig. 4), overexpression of TSC22D4 led to a substantial reduction of VLDL-associated serum TG levels, particularly under fasting conditions (Fig 5B), leaving other metabolic parameters mostly unaltered (Supporting Information Fig S4A–F). To next explore whether TSC22D4 over-activation could potentially even counteract hyper-triglyceridemia as associated with energy surplus, mice were placed on a high-fat diet (60% calories from fat vs. 10% calories from fat) for 12 weeks and then injected with an adenovirus carrying the TSC22D4 cDNA. Consistent with the results from acute TSC22D4 loss- and gain-of-function data, overexpression of TSC22D4 (Supporting Information Fig S4G) was sufficient to substantially reduce serum levels of VLDL-associated TG (Fig 5C) and tended to induce hepatic lipid accumulation (Fig 5D), even in livers of overweight mice, while leaving other metabolic parameters generally unaltered (Supporting Information Fig S4H–L). Together, these data underline the notion that hepatic TSC22D4 fulfils a critical and specific checkpoint function for the regulation of circulating VLDL-TG and hepatic TG load, and that high TSC22D4 levels induce serum TG depletion and hypobetalipoproteinemia under both normal and high caloric intake conditions.

**Figure 5:**
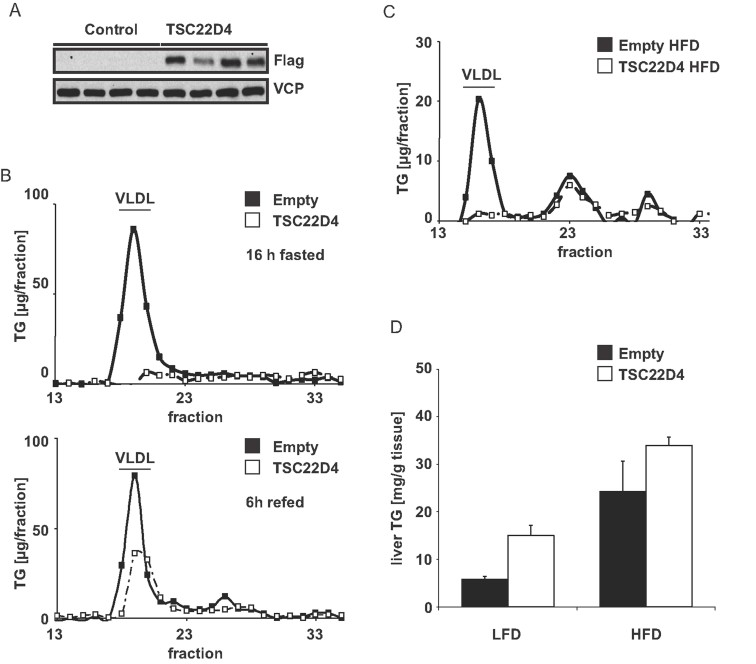
TSC22D4 overexpression reduces serum VLDL triglycerides Western blot of liver extracts from representative empty control or Flag-TSC22D4 cDNA adenovirus-injected C57Bl/6 mice 7 days after injection using FLAG and VCP antibodies (means ± SEM, *n* ≥ 4).Lipoprotein-associated serum TG levels as measured by fast protein liquid chromatography (FPLC) in mice injected with empty control or TSC22D4 cDNA adenovirus in the fed or 16 h fasted state (means ± SEM, *n* ≥ 4).Lipoprotein-associated serum TG levels as measured by fast protein liquid chromatography (FPLC) in high fat diet (HFD) fed mice injected with empty control or TSC22D4 cDNA adenovirus (means ± SEM, *n* ≥ 3).Liver TG levels of HFD or control diet (LFD) fed mice (means ± SEM, *n* ≥ 3, Two Way ANOVA; Holm–Sidak *post hoc*).

### TSC22D4 regulates hepatic VLDL release and lipogenic gene expression

To determine the mechanistic basis for TSC22D4 function in hepatic lipid handling, we measured hepatic VLDL production by experimental inhibition of peripheral VLDL clearance. Consistent with higher serum TG levels, mice deficient in hepatic TSC22D4 showed an increase in hepatic VLDL release as compared with controls (Fig 6A), correlating with enhanced levels of intra-hepatic ApoB as demonstrated by Western blot experiments (Fig 6B). In contrast, liver-specific overexpression of TSC22D4 significantly impaired hepatic VLDL release under high fat diet conditions (Fig 6C), overall suggesting that hepatic TSC22D4 controls systemic TG levels primarily through the control of liver lipid release. Indeed, adipose tissue LPL activity was not changed and VLDL transporter/receptor gene expression remained unaffected upon hepatic TSC22D4 deficiency (Fig 6D, Supporting Information Fig S5A). 

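Gene expression profiling of livers 7 days after injection gave values for 9 genes of lipoprotein receptors and uptake. Lsr, the lipolysis stimulated lipoprotein receptor, had a log2 level of 10.79 ± 0.17 (SD, n = 3 liver pools) with Control shRNA and 10.55 ± 0.08 (SD, n = 3) with TSC22D4 shRNA. Its log2 fold change of -0.24 (standard error 0.10, adjusted p = 0.120 from limma) did not pass the threshold of 0.05, although it did when Control pool C was left out (-0.33, adjusted p = 0.0221) or with array weights (-0.30, adjusted p = 0.0364; 0.0221 to 0.314 over all alternatives). Lrp1, the lipoprotein receptor-related protein, was 1.69-fold higher with TSC22D4 shRNA (log2 fold change 0.76, standard error 0.11, adjusted p = 0.00313), and its 3 knockdown pools lay above all 3 control pools. Of the 9 genes, 6 rose, 2 fell and 1 did not pass (6 higher and 3 lower when adjusted over the list alone, 3, 5, 4, 3, 3 and 4 higher with 1 pool left out, and 1, 1, 3, 1, 1 and 1 lower with 1 pool left out). Lrp6, a co-receptor of Wnt signalling that belongs to the same receptor family, rose 1.92-fold, and Lrpap1, the receptor-associated chaperone, rose 1.44-fold. Cd36, a fatty acid translocase, fell 2.78-fold, and the heparan sulfate proteoglycan Sdc1 fell 1.28-fold. Vldlr, counted among those that rose, had levels of 3.46 ± 0.05 (SD, n = 3) and 3.74 ± 0.12 (SD, n = 3), both within the background of the arrays (the level of olfactory receptor genes, not known in liver), so no fold is given for it. The calls of Sdc1 and Vldlr each ended when 1 pool was left out, for Sdc1 without any pool but Control pool C (adjusted p 0.0592 to 0.0896) and for Vldlr without any pool but TSC22D4 shRNA pool C (adjusted p 0.0640 to 0.110). As a list, these genes had a median log2 fold change of 0.35 and did not pass limma's camera against all other genes (adjusted p = 0.279), although Fisher's exact test of the number of higher genes passed (adjusted p = 0.00412). In the same pools Mx1, an interferon-induced gene, was 77.3-fold lower with TSC22D4 shRNA. Counts with 1 pool left out are in the order of Control pools A, B and C and TSC22D4 shRNA pools A, B and C. A 1-factor test of the gene values, which is not the paper's mixed model, does not moderate the spread between genes. With it and Benjamini-Hochberg adjustment, the calls of Lrpap1, Vldlr and Sdc1 ended.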

Hepatic VLDL uptake was actually slightly improved, perhaps as a compensatory response (Fig 6E).

**Figure 6:**
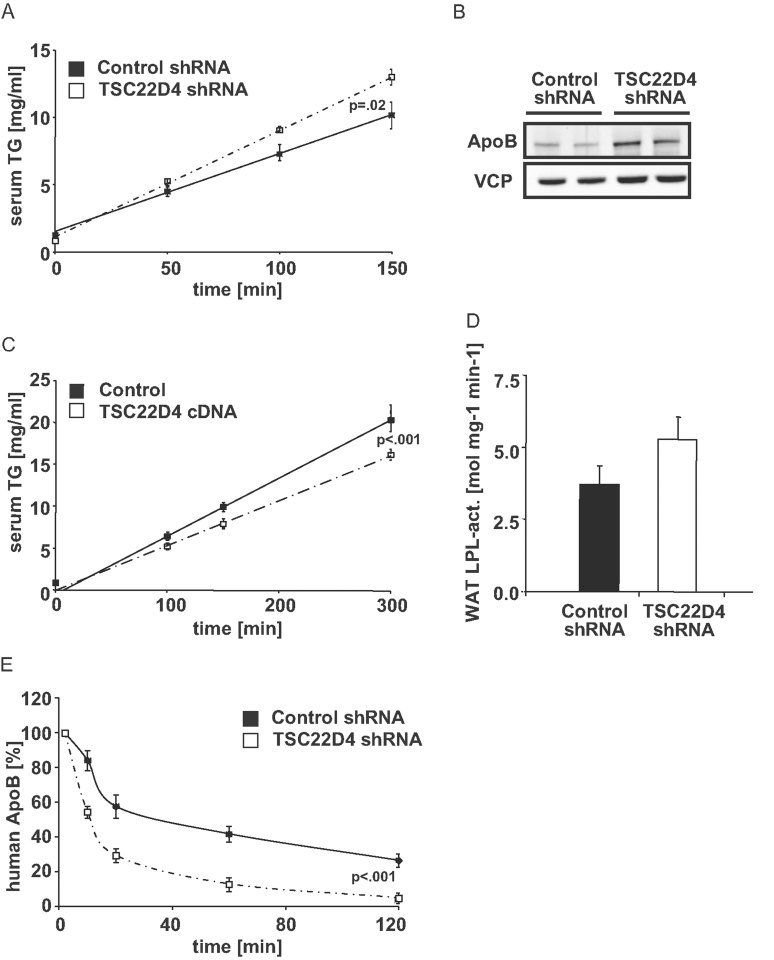
VLDL secretion is increased in TSC22D4 deficient mice Hepatic VLDL release in control or TSC22D4 shRNA-injected wild-type C57Bl/6 mice. Time after tyloxapol injection indicated (means ± SEM, *n* = 6). Statistical test: Two Way Repeated Measures ANOVA, Holm–Sidak *post hoc*.Apolipoprotein B protein expression is elevated in the livers of representative TSC22D4 shRNA adenovirus-injected C57Bl/6 mice. Western blots were performed 7 days after injection using ApoB and VCP antibodies.Hepatic VLDL release in empty control or TSC22D4 cDNA-injected wild-type C57Bl/6 mice fed a high fat diet (HFD) for 11 weeks. Time after tyloxapol injection indicated (means ± SEM, *n* = 4). Statistical test: Two Way Repeated Measures ANOVA, Holm–Sidak *post hoc*.White adipose tissue (WAT) lipoprotein lipase (LPL) activity in the same mice as in **A**. (student's *t*-test)Clearance of human ApoB from serum of control or TSC22D4 shRNA adenovirus–injected C57Bl/6 mice 7 days after virus injection. 20 µg of human VLDL were injected into each animal and serum samples were taken at the indicated time points. Human ApoB levels were determined by human-specific ELISA (means ± SEM, *n* = 6). Statistical test: Two Way Repeated Measures ANOVA, Holm–Sidak *post hoc*.

As tissue-specific target gene networks of TSC22D4 have not been investigated to date, we next sought to explore the molecular basis for TSC22D4 function in hepatic lipid homeostasis *in vivo*. 

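For this profiling, RNA from livers of C57Bl/6 mice injected with Control shRNA or TSC22D4 shRNA adenovirus was hybridized to Affymetrix Mouse Genome arrays, with 3 arrays in each group. Each array carried a pool of 2 livers, so 6 mice stand behind each group, and the pools are called A, B and C within each group here. Livers were taken 7 days after injection, in the morning, from mice with free access to food. The paper gives the virus dose as 1000000000 to 2000000000 plaque-forming units per mouse and the sample labels give 1000000000. Tsc22d4, the targeted gene, had log2 levels of 7.37, 7.67 and 7.52 in Control shRNA pools A, B and C, and of 6.60, 6.52 and 6.74 in the TSC22D4 shRNA pools. It was thus 1.87-fold lower after knockdown (log2 fold change -0.90, standard error 0.10, adjusted p = 0.00102 from limma), with every knockdown pool below every control pool. According to the paper, a custom CDF with Unigene-based definitions assigned the probes to genes, and log-linear mixed models were fitted to the perfect-match values. The background correction and the summarisation to 1 value per gene are not given in the sources used here. The deposited values were read as log2 from their range of 2.88 to 14.9. Their sorted values are identical on all 6 arrays, so they had been quantile normalized between arrays, and a shift shared by all genes would not show in them. Of 16395 rows, 64 Affymetrix control rows were left out, and 16331 were tested with limma (linear model with empirical Bayes moderation, Benjamini-Hochberg adjustment). At an adjusted p under 0.05, 2552 were higher and 1999 were lower with TSC22D4 shRNA, which is 27.9% of those tested. In 7026 rows, or 43.0%, all 3 knockdown arrays lay beyond all 3 control arrays, where chance gives 10%. The first principal component, with 82.9% of the variance, placed Control pools A and B at -41.6 and -38.6, Control pool C at -18.4 and the TSC22D4 shRNA pools at 31.7 to 34.0. Without Control pool C, 3151 genes were higher and 2567 lower. The count of higher genes was 1622 without Control pool A, 1684 without TSC22D4 shRNA pool A and 1662 without TSC22D4 shRNA pool B. The p-values measure the spread between pools of different mice, not between single mice, and the number of arrays limits their precision.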

In congruence with a stimulatory function of TSC22D4 deficiency for hepatic VLDL release, high throughput gene expression profiling revealed that TSC22D4 knockdown in wild-type mice induced the expression of key genes in the lipogenic pathway, including fatty acid synthase (FAS), ATP citrate lyase (ACLY) and sterol regulatory element binding protein (SREBP)-1c, as well as LIPIN1, a gene involved in hepatic VLDL production (Fig 7A). 

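Genes of fatty acid synthesis were higher in livers with TSC22D4 shRNA. Fasn, the fatty acid synthase, had a log2 level of 12.00 ± 0.50 (SD, n = 3 pools) with TSC22D4 shRNA against 9.57 ± 0.34 (SD, n = 3) with Control shRNA (log2 fold change 2.43, standard error 0.27, adjusted p = 9.90e-04 from limma). Acly, the ATP citrate lyase that supplies cytosolic acetyl-CoA, was 4.89-fold higher (log2 fold change 2.29, standard error 0.22, adjusted p = 6.11e-04). Lpin1 was 4.53-fold higher (log2 fold change 2.18, standard error 0.42, adjusted p = 0.00927, and 0.00300 to 0.0811 over all alternatives), and the desaturase Scd1 was 2.73-fold higher (log2 fold change 1.45, standard error 0.14, adjusted p = 6.72e-04). Srebf1, whose row on the array does not tell SREBP-1c from SREBP-1a, had a log2 fold change of 0.64 (standard error 0.21, adjusted p = 0.0574) and did not pass the threshold. Its 3 knockdown pools lay above all 3 control pools, and without TSC22D4 shRNA pool C the value was 0.83 (adjusted p = 0.0277 from limma; 0.0277 to 0.190 over all alternatives). It also passed on all pools without the dimmest 25% or 50% of the rows (adjusted p = 0.0421 and 0.0400) or with limma's trend and robust options (0.0487). Acaca, the gene of acetyl-CoA carboxylase 1, was not analysed here. Of the 5 measured genes of Fig 7A, 4 rose and none fell (5 higher when adjusted over the list alone). The paper names these genes from this same comparison, so their count is not independent evidence of the direction. Of 22 measured genes of fatty acid synthesis and its control, 19 rose, none fell and 3 did not pass (20 higher and 1 lower when adjusted over the list alone, 1 lower without Control pool C), with a median log2 fold change of 1.22. The elongase Elovl6 rose 7.03-fold, the elongase Elovl5 rose 3.09-fold, and Thrsp, a lipogenic gene responsive to thyroid hormone, rose 4.98-fold. The list stood above all other genes (adjusted p = 5.32e-09 from camera with a preset correlation between genes). When the correlation was estimated from the arrays, camera's adjusted p was 0.414. No list tested passed in that form, so this does not single out the list. The mean level of the list was 9.13, 8.96 and 9.32 in Control pools A, B and C, and 10.74, 10.20 and 10.32 in the TSC22D4 shRNA pools. In the same arrays all 24 measured genes of the interferon response fell, with a median log2 fold change of -2.68 (camera adjusted p = 1.58e-28, and adjusted p = 0.245 with an estimated correlation). A 1-factor test of the gene values, which is not the paper's mixed model, does not moderate the spread between genes. With it and Benjamini-Hochberg adjustment, the call of Lpin1 ended. The paper states that knockdown of TSC22D4 induced key genes of the lipogenic pathway and Lipin1, and sets this induction beside the increased hepatic VLDL release of the same mouse model (Fig 6A).

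**Figure D1:**
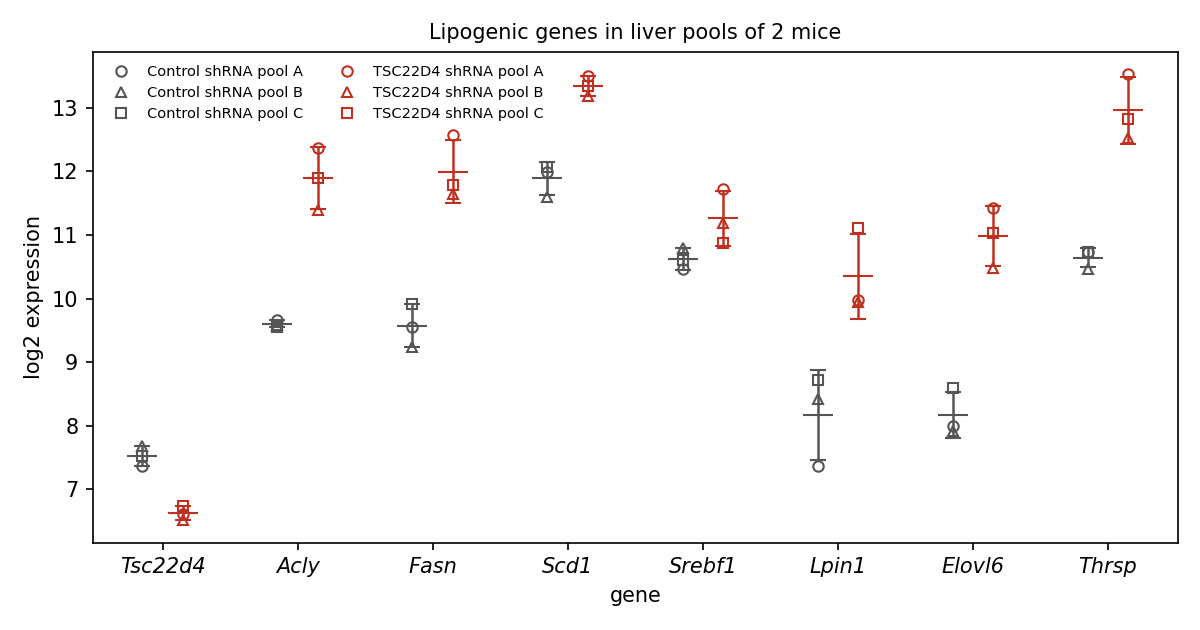
Expression of Tsc22d4 and 7 genes of lipid synthesis on the log2 scale in each liver pool. Open symbols are single pools (circle A, triangle B, square C), bars are means and whiskers are SD over 3 pools; the TSC22D4 shRNA pools lie below the Control shRNA pools for Tsc22d4 and above them for the other genes, of which Srebf1 did not pass the test.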

Bile acid synthesis, lipid transporter, as well as LPL inhibitor gene expression were however left unaltered as compared to controls (Supporting Information Fig S5B and C). Indeed, inactivation of TSC22D4 in primary mouse hepatocytes by shRNA-mediated gene knockdown resulted in a significant induction of genes in the fatty acid biosynthesis and biosynthesis of unsaturated fatty acids KEGG pathways (Fig 7B; Supporting Information Table 1), confirming the regulatory impact of TSC22D4 on lipid-generating gene networks in a cell autonomous manner.

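Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had a log2 level of 8.76 ± 0.34 (SD, n = 3 pools) with TSC22D4 shRNA and 8.22 ± 0.45 (SD, n = 3) with Control shRNA, and the difference did not pass the test (log2 fold change 0.55, standard error 0.25, adjusted p = 0.155 from limma). The nuclear receptor gene Nr0b2, a regulator of bile acid synthesis also called Shp, did not pass either (-0.12, standard error 0.17, adjusted p = 0.666). Ptpn6, which encodes the Src homology protein that the legend of Supporting Information Fig S5B names, was 2.05-fold lower (log2 fold change -1.03, adjusted p = 3.20e-04). Ptpn6 is not in the bile acid list below, and whether the legend meant Nr0b2 cannot be told here. The apolipoprotein genes Apoc1, Apoc2 and Apoa1 had log2 fold changes of 0.02, 0.05 and 0.04, with standard errors of 0.06, 0.20 and 0.06, and none passed. Apoc1 and Apoa1 had control levels of 13.96 and 14.52, near the highest array value of 14.9. All 3 knockdown pools of Apoa1 read 14.57. Whether a change could show at these levels was not tested, so neither value shows that these genes were unchanged. Angptl4, an inhibitor of LPL, had a log2 fold change of -0.23 with a standard error of 0.52. The sign of this value for Angptl4 rested on TSC22D4 shRNA pool A, without which it was 0.41, that for Nr0b2 on TSC22D4 shRNA pool C (0.0492 without it), and Apoc2 was at -0.17 without Control pool C and -0.01 without TSC22D4 shRNA pool A. Of 15 apolipoprotein genes and modulators of LPL, 1 rose, 1 fell and 13 did not pass (1 higher and 1 lower when adjusted over the list alone, 2 lower without Control pool C and 2 lower without TSC22D4 shRNA pool A). The riser was Lmf1, which LPL needs for its maturation (1.86-fold), and Lpl itself fell (log2 fold change -0.49). The list did not pass against all other genes (median log2 fold change -0.00456, camera adjusted p = 0.933). Of 18 genes of bile acid synthesis and its control, 9 rose, 1 fell and 8 did not pass (10 higher and 1 lower when adjusted over the list alone, 5, 7, 10, 5, 5 and 6 higher with 1 pool left out, and 0 lower without TSC22D4 shRNA pool A and 0 lower without TSC22D4 shRNA pool C). The oxysterol hydroxylase Cyp39a1 rose 3.76-fold, the sterol 27-hydroxylase Cyp27a1 1.74-fold, the receptor Fgfr4 1.68-fold and the conjugating enzyme Baat 1.50-fold. Ch25h, the cholesterol 25-hydroxylase, which interferon induces, fell from 6.13 ± 0.82 (SD, n = 3) to 4.43 ± 0.31 (SD, n = 3), at the background, a call that ended without TSC22D4 shRNA pool A or C (adjusted p = 0.0563 and 0.0577). This list had a median log2 fold change of 0.44 (camera adjusted p = 0.0194, and adjusted p = 0.453 with an estimated correlation). Its mean level was 10.01 in Control pool C, 9.73 and 9.76 in Control pools A and B, and 10.15 to 10.22 in the knockdown pools. Of 14 transporters of bile acids and biliary lipids, 4 rose, 3 fell and 7 did not pass (4 higher and 4 lower when adjusted over the list alone, 1 lower without Control pool B and 1 lower without TSC22D4 shRNA pool C), among them a rise of the bile salt export pump Abcb11 (log2 fold change 0.77) and of the uptake carrier Slco1a1 (1.84-fold) and a fall of the efflux pump Abcc4 (1.57-fold). The median log2 fold change of the transporters was 0.00879 (camera adjusted p = 0.957, with camera's own direction down). In the same arrays Oasl2, an interferon-induced gene, was 49.2-fold lower with TSC22D4 shRNA. Counts with 1 pool left out are in the order of Control pools A, B and C and TSC22D4 shRNA pools A, B and C. A 1-factor test of the gene values, which is not the paper's mixed model, does not moderate the spread between genes. With it and Benjamini-Hochberg adjustment, the calls of Lpl, Fgfr4, Baat and Ch25h ended.

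**Figure D2:**
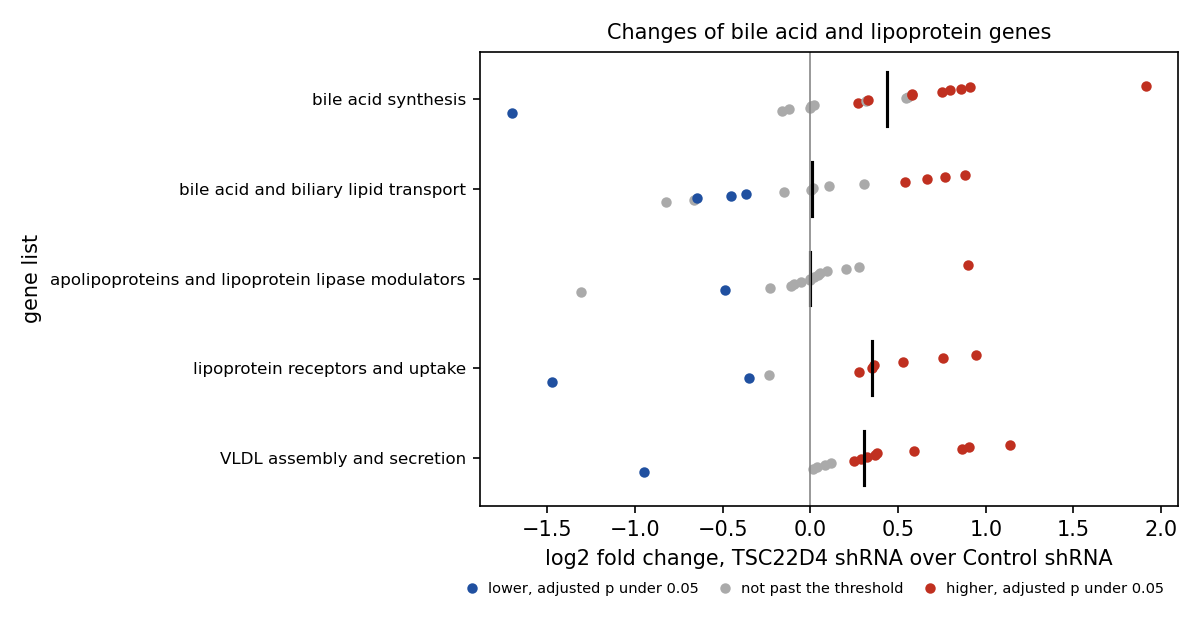
Log2 fold change of every measured gene of 5 lists, TSC22D4 shRNA over Control shRNA (3 pools each). Each dot is 1 gene, coloured by whether it was higher, lower or not past an adjusted p of 0.05, and the black bar is the median of the list, at 0.44 for bile acid synthesis and 0.35 for lipoprotein receptors and uptake.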

**Figure 7:**
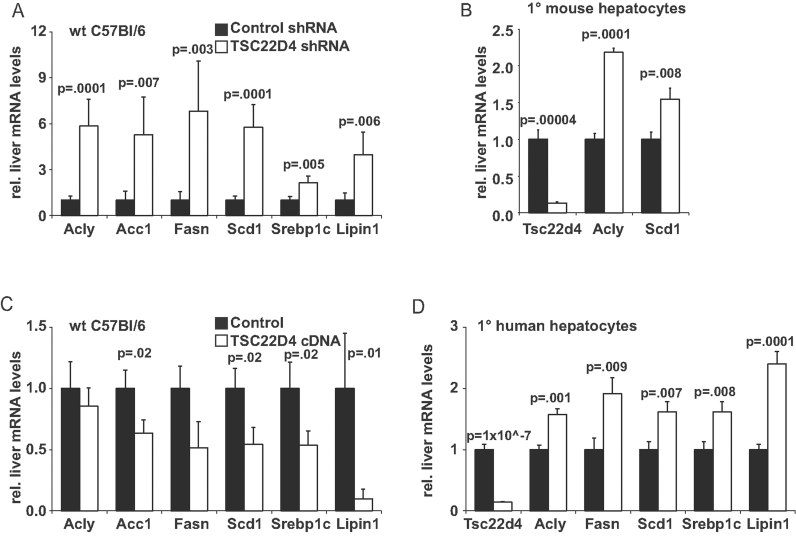
TSC22D4 regulates lipogenic genes in murine and human hepatocytes Quantitative PCR analysis of ATP citrate lyase (Acly), acetyl-coenzyme A carboxylase 1 (Acc1), fatty acid synthase (Fasn), stearoyl-CoA desaturase-1 (Scd1), sterol regulatory element-binding protein-1c (Srebp1) and Lipin1 RNA levels in livers of control or TSC22D4 shRNA adenovirus-injected wild-type C57Bl/6 mice (means ± SEM, *n* > 7).Quantitative PCR analysis of TSC22D4, Acly and Scd1 mRNA levels in primary (1°) mouse hepatocytes treated with control or TSC22D4 shRNA adenovirus (means ± SEM, *n* = 3).Quantitative PCR analysis of Acly, Acc1, Fasn, Scd1, Srebp1 and Lipin1 RNA levels in livers of control or TSC22D4 cDNA adenovirus-injected wild-type C57Bl/6 mice (means ± SEM, *n* > 4).Quantitative PCR analysis of Tsc22d4, Acly, Fasn, Scd1, Srebp1 and Lipin1 RNA levels in primary (1°) human hepatocytes treated with control or TSC22D4 shRNA adenovirus (means ± SEM, *n* = 3). Statistical test **A**–**D**: Student's *t*-test.

Conversely, overexpression of TSC22D4 in livers of wild-type animals substantially impaired lipogenic gene expression in the fed state (Fig 7C), which was consistent with the inhibitory impact of TSC22D4 on hepatic VLDL release (Fig 6A) and further supported the notion that TSC22D4 represents a potent inhibitor of lipogenic pathways in the liver. In addition, TSC22D4 overexpression significantly reduced the activity of a FAS reporter gene in Hepa1c1 hepatocytes in a dose-dependent manner (Supporting Information Fig S5D), further indicating that TSC22D4 represents a critical transcriptional checkpoint for the lipogenic genetic pathway and the subsequent regulation of serum TG homeostasis via control of hepatic VLDL release. Importantly, TSC22D4-mediated regulation of lipogenic gene expression was also confirmed in human primary hepatocytes (Fig 7D), thereby demonstrating that TSC22D4-dependent lipid handling represents a conserved feature between both murine and human hepatocytes.

### Hepatic TSC22D4 associates with distinct features of cachectic liver metabolism

The induction of TSC22D4 expression in cancer cachexia (Fig 3B) and its regulatory impact on hepatic lipid handling finally prompted us to correlate the hepatic expression levels of various transcriptional regulators, including TSC22D4, with either the degree of cachexia or hepatic VLDL release in tumour-bearing and healthy control animals. While these studies revealed a correlation between the expression levels of PGC-1alpha and TBL1 and wasting, PGC-1beta, SRC-1, SRC-3 and CBP mRNA levels did not correlate with tumour-induced body weight loss (Supporting Information Fig S6A and B). In contrast, TSC22D4 mRNA levels positively correlated with the degree of body weight loss and negatively correlated with hepatic VLDL secretion in tumour bearing versus control animals (Fig 8A and B). In line with the assumption that TSC22D4 mediates parts of the metabolic liver phenotype during cancer cachexia, inhibition of lipogenic gene expression in primary hepatocytes by cachexia-inducing conditioned C26 or B16 melanoma tumour cell supernatants was rescued by TSC22D4 knockdown (Fig 8C and D). These data overall indicated that TSC22D4 expression levels may serve as a specific molecular indicator of the hepatic lipid handling status particularly under conditions of energy deficiency, including tumour-induced cachexia.

**Figure 8:**
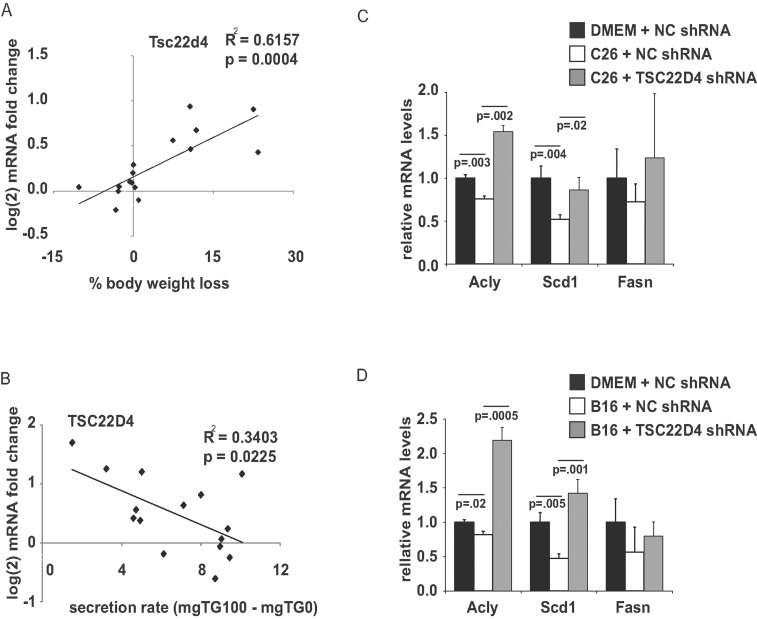
TSC22D4 expression correlates with the degree of body wasting Correlation of TSC22D4 RNA expression and the degree of weight loss due to tumour implantation in Balb/C mice treated with PBS or 1.5 × 10^6^ colon 26 (C26) cells over 3 weeks (means ± SEM, *n* ≥ 6, Pearson correlation coefficient, *F*-test to determine significance).Correlation of TSC22D4 RNA expression and VLDL-TG release in the same mice as in A. (Pearson correlation coefficient, *F*-test to determine significance)Quantitative PCR analysis of Acly, Scd1 and Fasn RNA levels in primary mouse hepatocytes treated with conditioned media from C26 cells for 24 h and control or TSC22D4 shRNA adenovirus for 48 h (means ± SEM, *n* = 3, Student's *t*-test for DMEM NC shRNA vs. C26 NC shRNA; C26 NC shRNA vs. C26 TSC22D4 shRNA).Quantitative PCR analysis of Acly, Scd1 and Fasn RNA levels in primary mouse hepatocytes treated with conditioned media from B16 cells for 24 h and control or TSC22D4 shRNA adenovirus for 48 h (means ± SEM, *n* = 3, Student's *t*-test for DMEM NC shRNA vs. B16 NC shRNA; B16 NC shRNA vs. B16 TSC22D4 shRNA).

## DISCUSSION

Our study identifies TSC22D4 as a cachexia-inducible regulator of hepatic VLDL secretion and a molecular determinant of circulating TG levels, associated with a regulatory function in the control of lipogenic gene expression in the liver.

Based on previous expression screening, TSC22D4 thus far had been implicated in pituitary development (Fiorenza et al, 2001) and in the adaptation of renal cells to hypertonicity. In this respect, TSC22D4 was found to be upregulated upon hyperosmolality in kidney cells, and overexpression of TSC22D4 in medullary collecting duct cells promoted cell survival upon osmotic stress in cell culture systems (Fiol et al, 2007). However, little further information about the biological function of TSC22D4 has so far been presented.

Our data now provide first insights into tissue-specific functions of the TSC22D4 protein with further implications for the pathogenesis of cancer-related cachexia. The results of our study are consistent with a model, in which tumour stress triggers the upregulation of hepatic TSC22D4 gene expression. TSC22D4 activation, in turn, is sufficient to impair hepatic lipogenesis and to prevent the mobilization of hepatic TG stores into the serum compartment by decreasing hepatic VLDL release, thereby establishing systemic hypo-triglyceridemia and hypobetalipoproteinemia as a hallmark of cancer cachexia and wasting-related metabolic stress conditions.

Indeed, impairment of hepatic VLDL release has been associated with peripheral energy depletion and catabolic wasting conditions, reflecting the importance of VLDL-associated TG and its lipoprotein component ApoB100 as both an energy source and signaling molecules for peripheral organs, respectively (Seelaender et al, 1996). Also, inhibition of hepatic ApoB expression correlates with the loss of adipose tissue mass (Mullick et al, 2011), and exposure of adipocytes to ApoB100 inhibits catecholamine-induced lipolysis in these cells (Skogsberg et al, 2008). This supports the idea that hepatic VLDL secretion does not only determine intra-hepatic TG stores and eventually hepatic lipid accumulation upon its impairment, but also serves as a circulating signal and energy substrate for peripheral tissues. Along these lines, hepatic TSC22D4 levels were indeed found to significantly correlate with the degree of body weight loss upon tumour development in this study. Consistent with previous reports indicating an important, as yet less appreciated, contribution of dysfunctional liver metabolism to a cachectic phenotype (Martignoni et al, 2009), these findings underline the hypothesis that specific intra-hepatic transcriptional programs significantly impact overall systemic energy availability and thereby further propagate an energy-deficient wasting condition in response to tumour burden.

The TSC22 domain family of transcriptional regulators is conserved from *Caenorhabditis elegans* to humans and is encoded by four separate genetic loci in mammals, referred to as TSC22D1 to TSC22D4 (Gluderer et al, 2010). 

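All 4 family members had a row on the liver arrays of Control shRNA and TSC22D4 shRNA adenovirus-injected mice, and 1 of them, Tsc22d4 itself, fell. Tsc22d1 lay at a log2 level of 11.30 ± 0.35 with Control shRNA and 11.45 ± 0.57 with TSC22D4 shRNA (SD, n = 3 pools each). The levels of Tsc22d3, which encodes the glucocorticoid-induced leucine zipper protein, were 9.39 ± 0.21 and 9.16 ± 0.61 (SD, n = 3 pools each). For Tsc22d2 they were 7.40 ± 0.39 and 6.87 ± 0.17 (SD, n = 3 pools each), a log2 fold change of -0.53 (standard error 0.19, adjusted p = 0.0778 from limma) that passed only without Control pool C (-0.73, adjusted p = 0.00836) or with array weights (-0.61, adjusted p = 0.0218). Differences for Tsc22d1 (0.15, standard error 0.29) and Tsc22d3 (-0.23, standard error 0.28) did not pass the test. Their signs rested on 1 pool each, with -0.0352 for Tsc22d1 without TSC22D4 shRNA pool B and 0.0534 for Tsc22d3 without TSC22D4 shRNA pool C, and with standard errors of this size a moderate change would not have been detectable.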

TSC22D4 was originally identified as a member of the TSC22 protein family based on its homology to and interaction capabilities with TSC22D1 in an unbiased interactome screen. Consistent with the strong inhibitory effect of TSC22D4 on lipogenic gene expression in livers, transcriptional reporter assays documented potent transcriptional repressor activity when fused to heterologous DNA binding domains (Kester et al, 1999). 

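Of the 3 Lipin genes, Lpin1 rose after knockdown of TSC22D4. Its log2 levels were 7.36, 8.42 and 8.72 in the Control shRNA pools A, B and C, and 9.97, 9.95 and 11.12 in the TSC22D4 shRNA pools. Lpin2 had a log2 fold change of 0.60 (standard error 0.20, adjusted p = 0.0628 from limma) and Lpin3 of -0.10 (standard error 0.11, adjusted p = 0.568), and neither passed the test. Lpin2 passed without TSC22D4 shRNA pool A (0.83, adjusted p = 0.0109), and on all pools without the dimmest 25% or 50% of the rows (adjusted p = 0.0468 and 0.0440) or with limma's trend and robust options (0.0463). The level of Lpin3 was within the background, and its log2 fold change was 0.00212 (adjusted p = 0.992) without TSC22D4 shRNA pool B. The array row of Lpin1 covers the gene and does not tell its alpha isoform from its beta isoform. Of 13 measured genes of triglyceride synthesis, 5 rose, none fell and 8 did not pass (6 higher and 0 lower when adjusted over the list alone, 3 higher without Control pool A, and 1 lower without Control pool C). Gpam, the mitochondrial glycerol-3-phosphate acyltransferase, rose 2.15-fold, and Agpat3, an acyltransferase of the next step, rose 1.49-fold. Dgat2, which adds the last acyl chain, rose 1.52-fold, a call that ended without Control pool A (adjusted p = 0.0522) or TSC22D4 shRNA pool A (adjusted p = 0.0519). The median log2 fold change of the list was 0.37, and the list did not pass (camera adjusted p = 0.0578), but it did without Control pool C (0.0487), TSC22D4 shRNA pool A (0.0466) or TSC22D4 shRNA pool B (0.0353), and on all pools with array weights (0.0476), with the replicate name as a block (0.0315) or with the directional fry test (0.0196); camera's adjusted p was 0.0315 to 0.117 over all refits. Of 14 genes of VLDL assembly and secretion, 9 rose, 1 fell and 4 did not pass (9 higher and 1 lower when adjusted over the list alone, 5 higher without Control pool A and 5 higher without TSC22D4 shRNA pool A), with a median log2 fold change of 0.31 (camera adjusted p = 0.0122, 0.0757 without the dimmest 50% of the rows, and adjusted p = 0.414 with an estimated correlation). The triglyceride hydrolase Ces1d rose 2.20-fold, the transfer protein Pltp 1.88-fold, the cargo receptor Surf4 1.50-fold and Mttp, which loads lipid onto ApoB, 1.25-fold. Apobec1, which edits the Apob transcript, fell 1.93-fold. Apob rose 1.29-fold (log2 fold change 0.37, standard error 0.10, adjusted p = 0.0356), a call that ended without any pool but Control pool C (adjusted p 0.0880 to 0.111). The mean level of the VLDL list was 9.88, 9.83 and 10.00 in Control pools A, B and C, and 10.17 to 10.26 in the knockdown pools, in which the interferon-induced gene Rsad2 was 55.6-fold lower. A 1-factor ANOVA of the gene values does not moderate the spread between genes. With it and Benjamini-Hochberg adjustment, the calls of Lpin1, Apob, Agpat3, Dgat2, Ces1d and Pltp ended.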

Of note, the strong activating effect of TSC22D4 knockdown on LIPIN gene expression is consistent with the reported functional role of LIPIN as a cytosolic phosphatidic acid phosphatase promoting hepatic lipogenesis, hepatic VLDL secretion, and hepatic insulin resistance. Indeed, induction of the beta isoform of LIPIN through inhibition of the SFRS10 splicing factor gene in liver triggers increased hepatic VLDL secretion (Pihlajamaki et al, 2011), and LIPIN overexpression disturbs the insulin-signaling cascade (Ryu et al, 2009), which is consistent with the observed TSC22D4-mediated VLDL secretion phenotype. 

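Of the gene lists tested, those of the interferon response fell furthest in livers with TSC22D4 shRNA. Ifit1, an interferon-induced antiviral gene, had a log2 level of 13.34 ± 0.09 (SD, n = 3 pools) with Control shRNA and 7.84 ± 0.15 (SD, n = 3) with TSC22D4 shRNA, which is 45.3-fold lower (log2 fold change -5.50, standard error 0.10, adjusted p = 6.19e-07 from limma). Among the 12 largest falls were also the antiviral genes Mx1 (log2 fold change -6.27), Rsad2 (-5.80), Oasl2 (-5.62) and Ifit2 (-5.50), the nucleotide kinase Cmpk2 (-4.91), the Schlafen gene Slfn4 (-5.15) and the chemokines Cxcl10 (-4.76) and Ccl5 (-4.74). The others were Gm9706 (-5.08), the collagenase Mmp13 and the Ifit family member Ifit1bl1. Mmp13 and Ifit1bl1 had levels of 8.91 and 8.86 with Control shRNA and of 3.62 and 3.87 with TSC22D4 shRNA, the latter under the background level of 4.42 (95th percentile of receptor rows not known in liver), so the size of their falls is not given. Which related genes the probes of Ifit1bl1 read was not tested. The 24 measured interferon response genes all fell (24 lower when adjusted over the list alone), with log2 fold changes from -6.27 to -0.67, and the mean level of the list was 11.37, 11.07 and 11.03 in Control pools A, B and C and 7.92 to 8.07 in the knockdown pools. Markers of T and NK cells had a median log2 fold change of -1.20, with 14 of 17 lower and 3 not past the test (0 higher and 15 lower when adjusted over the list alone; camera adjusted p = 3.51e-11, and adjusted p = 0.245 with an estimated correlation). The granzyme Gzmb fell 15.4-fold, the NK granule gene Nkg7 6.18-fold, and the T cell receptor component Cd3g fell to 4.50 ± 0.06 (SD, n = 3), close to the background. Of 10 monocyte and neutrophil markers, 6 fell and none rose (0 higher and 6 lower when adjusted over the list alone), with S100a8 2.57-fold lower and Chil3 down from 7.20 ± 0.39 (SD, n = 3) to 3.53 ± 0.18 (SD, n = 3), which is within the background (median log2 fold change -0.78, camera adjusted p = 5.07e-04, and adjusted p = 0.245 with an estimated correlation). Kupffer cell and macrophage markers went both ways, 3 of 14 higher and 6 lower (4 higher and 7 lower when adjusted over the list alone; median log2 fold change -0.33, camera adjusted p = 0.124, and adjusted p = 0.0238 with Fisher's exact test of the lower genes). Cd68 fell 4.21-fold and Vsig4, a complement receptor of Kupffer cells, rose 4.13-fold. Markers of the sinusoidal endothelium also went both ways, with 5 of 12 higher and 3 lower (5 higher and 3 lower when adjusted over the list alone, 3, 3, 5, 3, 4 and 3 higher with 1 pool left out; median 0.12, camera adjusted p = 0.636), including Stab2 (2.39-fold higher) and Lyve1 (2.69-fold lower). Among B cell markers, 2 of 7 rose and none fell (2 higher and 0 lower when adjusted over the list alone, 1, 2, 2, 1, 2 and 1 higher with 1 pool left out; median 0.23, camera adjusted p = 0.282, and adjusted p = 0.0196 with fry). Targets of p53 and DNA damage fell in 9 of 12 cases and rose in 1 (1 higher and 9 lower when adjusted over the list alone; median log2 fold change -1.24, camera adjusted p = 5.38e-05, and adjusted p = 0.414 with an estimated correlation). Cdkn1a, the cell cycle inhibitor p21, fell 7.13-fold, Plk2 3.65-fold and Ccng1 2.55-fold, while Sesn1 rose 1.57-fold. The mean level of this list was 7.91 and 8.03 in Control pools A and B, 7.39 in Control pool C and 6.57 to 6.61 in the knockdown pools. Of 23 acute phase genes, 11 fell and none rose (3 higher and 14 lower when adjusted over the list alone, 1 higher without Control pool C, and 7, 6, 13, 6, 5 and 5 lower with 1 pool left out; median -0.29, camera adjusted p = 0.00133, and adjusted p = 0.245 with an estimated correlation), among them Lcn2 (4.62-fold lower) and the cytokine signalling inhibitor Socs3 (1.90-fold lower). Hepatocyte markers had a median log2 fold change of 0.10, with 2 of 13 higher and none lower (0 higher and 0 lower when adjusted over the list alone, 0, 0, 3, 0, 0 and 0 higher with 1 pool left out; camera adjusted p = 0.236, and adjusted p = 0.0124 with fry). An array of uninjected mice was not analysed here, so these falls are relative to livers that had received the Control shRNA virus. With 1 pool left out, counts are in the order of Control pools A, B and C and TSC22D4 shRNA pools A, B and C. A 1-factor test of the gene values, which is not the paper's mixed model, does not moderate the spread between genes. With it and Benjamini-Hochberg adjustment, the calls of Lcn2, Socs3, Sesn1, Vsig4 and Lyve1 ended.

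**Figure D3:**
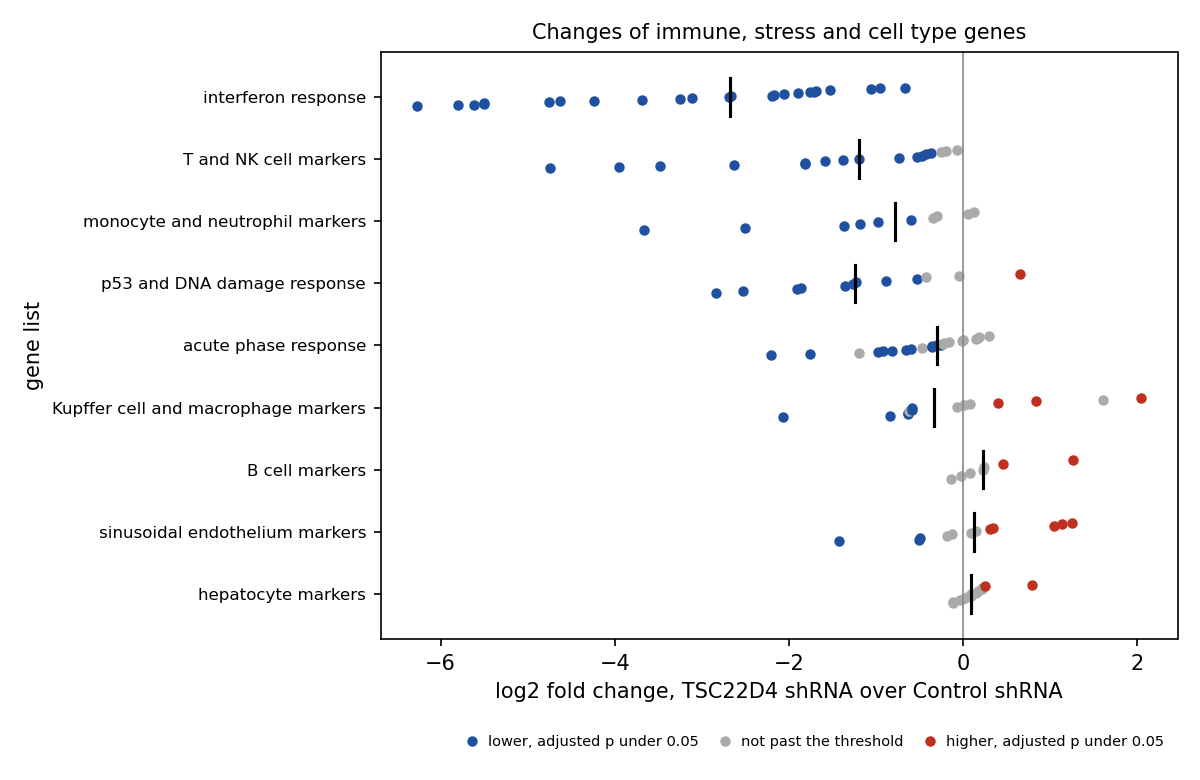
Log2 fold change of every measured gene of 9 lists, TSC22D4 shRNA over Control shRNA (3 pools each). Each dot is 1 gene, coloured by whether it was higher, lower or not past an adjusted p of 0.05, and the black bar is the median of the list; all 24 interferon response genes lie below 0.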

Whether the observed positive regulatory effect of TSC22D4 on other target gene pathways in genome-wide expression analyses also reflects a transcriptional activator function of TSC22D4 in specific promoter contexts, or whether it is indirectly mediated through the control of transcriptional repressor activity, awaits further clarification in the future.

The hepatic induction of TSC22D4 and its correlation with body weight loss in the tumour-bearing state is intriguing, as TSC22D4 belongs to a family of suspected tumour suppressor genes (Kester et al, 1999). Indeed, TSC22 family members have been shown in *Drosophila* to be part of a growth-promoting signaling complex involving the Mlf1 adapter molecule Madm (Gluderer et al, 2010), and a TSC22D1/D4 complex has been implicated in BRAF-induced senescence and neoplasia (Homig-Holzel et al, 2011). Furthermore, TSC22D1 was recently found to antagonize Ras/Raf signaling, thereby exerting anti-tumourigenic effects in a Ras/Raf-dependent liver cancer model (Nakamura et al, 2011), and TSC22D1 abrogated TGF-beta-induced growth rates in intestinal epithelial cells (Gupta et al, 2003). While direct pro- or anti-tumourigenic actions of TSC22D4 have not been investigated to date, the *Drosophila* homologue of TSC22D4 has been implicated in growth regulatory circuits (Gluderer et al, 2010), and ectopic expression of TSC22D4 abrogated proliferative arrest induced by BRAFE600 in melanocytes (Homig-Holzel et al, 2011). Given the metabolic control function of TSC22D4 as demonstrated by the present study, it is tempting to speculate that TSC22 proteins may represent a family of transcriptional regulators that is broadly involved in the control of proliferative and metabolic pathways during tumour development. It is tempting to speculate that the regulation of TSC22D4 expression is sensitive to certain metabolites, including amino acids, as one-carbon unit deficiency may be a common feature between the MCD and C26 tumour models. Indeed, exogenous supply of the one-carbon unit donor methionine has been able to reverse distinct features of cancer-induced weight loss in human patients (Sengelov et al, 1994). The regulation of TSC22D4 in response to tumour stress and its implications in liver cell metabolism might thereby exemplify a common transcriptional node in the documented link between obesity-related dyslipidemia and an increased risk for certain cancer entities (Grote et al, 2010). As disturbances in systemic lipid metabolism, including the loss of phospholipid FA, have been shown to correlate with the survival of advanced cancer patients (Murphy et al, 2010), our findings clearly validate future studies in this direction.

## MATERIALS AND METHODS

### Recombinant viruses

Adenoviruses expressing a TSC22D4 or a non-specific shRNA under the control of the U6 promoter, or the TSC22D4 cDNA under the control of the CMV promoter were cloned using the BLOCK-iT Adenoviral RNAi expression system (Invitrogen, Karlsruhe, Germany). Viruses were purified by the cesium chloride method and dialysed against phosphate-buffered-saline buffer containing 10% glycerol prior to animal injection, as described previously (Herzig et al, 2001, 2003). AAVs encoding control or TSC22D4-specific miRNAs under the control of a hepatocyte-specific promoter were established as described previously (Rose et al, 2011).

### Animal experiments

Male 8–12 week old C57Bl/6 and Balb/C mice were obtained from Charles River Laboratories (Brussels, Belgium) and maintained on a 12 h light–dark cycle with regular unrestricted diet. For hepatic VLDL release and fasting experiments, animals were fasted for 16 h. Otherwise, animals were fed *ad libitum* and had free access to water. For adenovirus injections, 1–2 × 10^9^ plaque-forming units (pfu) per recombinant virus were administered via tail vein injection. For AAV experiments, 5 × 10^11^ viruses were injected via the tail vein. For tumour induction in cachexia models, 1.5 × 10^6^ C26 cells in phosphate buffered saline were injected subcutaneously into 10-week-old Balb/C mice (Charles River Laboratories, Brussels, Belgium). In high-fat diet experiments, C57Bl/6 mice were either fed a standard chow diet (10% energy from fat, Research diets D12450B, New Brunswick, USA) or a high-fat diet (60% energy from fat, Research diets D12492) for a period of 12 weeks. For MCD diet experiments, C57Bl/6 mice were either fed a standard chow diet or a methionine, choline deficient (MCD) diet (Research diets) for a period of 4 weeks. In each experiment, 4–10 animals received identical treatments and were analysed under fasted or fed conditions as indicated. Organs including liver, kidney, epididymal fat pads, and gastrocnemius muscles were collected after specific time periods, weighed, snap-frozen and used for further analysis. Total body fat content was determined by an Echo MRI body composition analyser (Echo Medical Systems, Houston, USA). Animal handling and experimentation was done in accordance with NIH guidelines and approved by local authorities.

### Experiments involving human subjects

Experiments involving human subjects were carried out according to the WMA Declaration of Helsinki 2008 and the NIH Belmont Report. Informed consent was obtained from all subjects.

### Blood metabolites

Serum levels of glucose, triglycerides (TG), cholesterol, total ketone bodies, and NEFA were determined using an automatic glucose monitor (One Touch, Lifescan, Neckargemünd, Germany) or commercial kits (Sigma, Munich, Germany; RANDOX, Crumlin, Northern Ireland; WAKO, Neuss, Germany, respectively). Insulin levels were determined using a mouse insulin enzyme-linked immunosorbent assay (Mercodia, Uppsala, Sweden).

### Fast protein liquid chromatography

Serum from 4 to 10 mice per experimental group was pooled and subjected to fast protein liquid chromatography as previously described (Lichtenstein et al, 2007). Cholesterol and TG levels were measured in the eluted fractions using commercial kits as above.

### Hepatic VLDL release

VLDL production was determined after tyloxapol (Sigma, Munich, Germany) injection as described (Mandard et al, 2006).

### Human VLDL clearance

Human VLDL was isolated from fasting serum samples by ultracentrifugation as described (Redgrave et al, 1975). Briefly, 3.5 ml serum was placed in a SW40Ti polyallomer tube and mixed with 1.39 g KBr, overlayered with 332.8 ml of a NaCl/KBr solution (*D* = 1.063, 1.019 and 1.006 g/ml) and run for 18 h at 40,000 rpm. Human VLDL (20 mg) was injected into each animal, and serum samples were taken at 2, 10, 30, 60 and 120 min. Serum human ApoB-100 levels were measured using a human-specific ApoB ELISA. For the ELISA, we used a primary coating antibody generated against human apoB-100 (mAb47, kindly supplied by J. Witztum, University of San Diego, USA), in a concentration of 2 mg/well IgG protein in TBS/EDTA/BHT and a secondary biotinylated polyclonal antibody raised in goat against human ApoB in a concentration of 4 ug/well in 1.5% BSA/TBS/0.1% Tween. To prevent non-specific binding, plates were blocked with 1.5% BSA/TBS/0.1% Tween. Samples were diluted 1:25. Absorbance was read 30 min after addition of TMB and termination of the reaction with 2 M H_2_SO_4_ at 450 nm (Groot et al, 1991).

### LPL activity

LPL activity measurements were performed as described (Klingenspor et al, 1989) using frozen adipose tissue samples.

### Tissue lipid extraction

Hepatic lipids were extracted as previously described (Herzig et al, 2003), and TG and total cholesterol content were determined using commercial kits as above. Values were calculated as mg (TG and cholesterol) per gram wet tissue.

### Histochemistry

Liver tissue was embedded in Tissue Tek optimal cutting temperature compound (Sakura, Torrance, USA). Five-micrometer cryosections were stained with haematoxylin and eosin or Oil Red O as described (Peet et al, 1998).

### Quantitative Taqman RT-PCR

Total RNA was extracted from homogenized mouse liver or cell lysates using Qiazol reagent (Qiagen, Hilden, Germany). cDNA was prepared by reverse transcription using the M-MuLV enzyme and Oligo dT primer (Fermentas, St. Leon-Rot, Germany). cDNAs were amplified using assay-on-demand kits and an ABIPRISM 7700 Sequence detector (Applied Biosystems, Darmstadt, Germany). RNA expression data was normalized to levels of TATA-box binding protein (TBP) RNA.

### Protein analysis

Protein was extracted from frozen organ samples or cultured hepatocytes in cell lysis buffer (Rose et al, 2007) and 20 µg of protein were loaded onto 4–12% SDS-polyacrylamide gels and blotted onto nitrocellulose membranes. Western blot assays were performed as described (Herzig et al, 2001) using antibodies specific for TSC22D4 (Abcam, Cambridge, UK or Sigma, Munich, Germany), FLAG peptide (Santa Cruz Antibodies, Santa Cruz, USA), LIPIN1 (Abcam, Cambridge, UK), ACLY (Abcam), APOB (Santa Cruz Antibodies) or VCP (Abcam).

### Plasmids and RNA interference

For shRNA experiments, oligonucleotides targeting mouse TSC22D4 (GCCTGGTTGGCATTGACAACACGAATG), were annealed and cloned into the pENTR/U6 shRNA vector (Invitrogen). Non-specific oligonucleotides (5′-GATCTGATCGACACTGTAATG-3′) with no significant homology to any mammalian gene sequence were used as non-silencing controls in all experiments. For miRNA experiments, oligonucleotides targeting mouse TSC22D4 (5′-GACAGCGATGACGATAGTGGT-3′) and non-specific oligonucleotides (5′-AAATGTACTGCGCGTGGAGAC-3′) were cloned into the pdsAAV-LP1 vector. The FasN-Luc reporter plasmid was kindly provided by Timothy Osborne (UCI). Expression vectors for TSC22D4 were generated by standard PCR-based methods and cloned into the pcDNA3.1 expression vector (Promega, Mannheim, Germany).

**The paper explained**

PROBLEM:

Cancer-induced cachexia is characterized by massive loss of adipose tissue and skeletal muscle mass, and is believed to lead up to 30% of cancer-related deaths in humans. Currently, there are no effective preventive or therapeutic measures against cancer cachexia, most likely reflecting the heterogeneity and combinatorial action of host- and/or tumour-derived mediators that ultimately determine the systemic cachectic response. The definition of specific molecular mechanisms in affected target tissues may pave the way to novel therapeutic approaches in these patients, but still remains vastly incomplete.

RESULTS:

Our study explores the metabolic features of liver metabolism during experimental cancer cachexia. We demonstrate that the provision of systemic energy substrates through the liver is greatly impaired in the tumour-bearing condition, mediated via the inhibition of hepatic VLDL lipid secretion. At the molecular level, the gene-regulatory protein TSC22D4 is identified as a novel molecular output pathway of cachectic liver metabolism, which controls hepatic VLDL release and the activity of lipid-generating pathways. Indeed, hepatic levels of TSC22D4 correlate with the degree of tumour-induced body weight loss and energy deficiency in cachectic animals.

IMPACT:

Our findings underline the hypothesis that specific molecular programs in the liver significantly impact on overall systemic energy availability and thereby further promote an energy-deficient state in response to tumour development.

Given the control function of TSC22D4 for hepatic lipid homeostasis, TSC22D4 may represent a family of molecular regulators that explains parts of the peripheral energy deprivation in patients with cancer cachexia. Indeed, essential components of hepatic TSC22D4 function are conserved between mice and men, further underlining the importance of our findings for the human situation and suggesting the future exploitation of TSC22D4 as a therapeutic candidate in anti-cachexia therapies. Overall, our findings may help to shift the focus of current clinical cachexia research from classical (skeletal muscle, adipose tissue) to non-classical (liver) target organs as critical effectors of systemic energy wasting.

### Cell culture and transient transfection assays

Hepa1c1 cells were transfected using (PEI) reagent as described (Reed et al, 2006). Cell extracts were prepared 48 h after transfection, and luciferase assays were performed as described (Herzig et al, 2001), normalizing to the activity from a co-transfected β-galactosidase expression plasmid. Primary mouse hepatocytes were isolated and cultured as described (Klingmuller et al, 2006). Briefly, male 8–12 week old C57Bl/6 mice were anaesthetized by i.p. injection of 100 mg/kg body weight ketamine hydrochloride and 5 mg/kg body weight xylazine hydrochloride. After opening the abdominal cavity, the liver was perfused at 37°C with HANKS I (8 g NaCl, 0.4 g KCl, 3.57 g Hepes, 0.06 g Na_2_HPO_4_ × 2 H_2_O, 0.06 g KH_2_PO_4_ in 1 L distilled H_2_O, 2.5 mM EGTA, 0.1% glucose, adjusted to pH 7.4) via the portal vein for 5 min and subsequently with HANKS II (8 g NaCl, 0.4 g KCl, 3.57 g Hepes, 0.06 g Na_2_HPO_4_ × 2 H_2_O, 0.06 g KH_2_PO_4_ in 1 L distilled H_2_O, 0.1% glucose, 3 mg/ml collagenase CLSII, 5 mM CaCl_2_, adjusted to pH 7.4) for 5–7 min until disintegration of the liver structure was observed. The liver capsule was removed and the cell suspension was filtered through a 100 µm mesh. The cells were washed and, subsequently, viability of cells was determined by trypan blue staining. 1 000 000 living cells/well were seeded on collagen I-coated six-well plates. After 24 h, cells were infected with recombinant adenoviruses at a multiplicity of infection of 100. For stimulation experiments, primary hepatocytes were treated with control medium or conditioned supernatant that had previously been incubated with C26 colon cancer or B16 melanoma cells for 48 h. Conditioned media were applied to primary hepatocytes for 24 h prior to harvest. Primary human hepatocytes were obtained from Promocell, Heidelberg and cultivated according to the company's protocol. 24 h after seeding, cells were infected with recombinant adenoviruses at a multiplicity of infection of 100. Cells were harvested 48 h after infection.

### Metabolic flux analysis

Mitochondrial activity was determined using an XF96 Extracellular Flux Analyser (Seahorse, Copenhagen) and the corresponding XF Cell Mito Stress Test kit. Prior to the experiment, 20 000 Hepa1c1 cells were seeded per well in a 96-well format. The cells were subsequently incubated with control medium or conditioned medium (C26 or B16) for 24 h. The assay was performed according to the manufacturer‘s protocol using 2 µM Oligomycin, 0.5 µM FCCP, 1 µM Rotenone and 1 µM Antimycin A. Results were normalized to intracellular protein content, as determined by Sulforhodamine B staining.

### Gene expression profiling

Gene expression profiling was performed on liver extracts from control or TSC22D4 knockdown mice and primary hepatocytes treated with control or TSC22D4 shRNA adenovirus. RNA isolation, cDNA and cRNA synthesis, and hybridization to arrays of type Mouse Genome 430 2.0 from Affymetrix was performed according to the manufacturer's recommendations. Three arrays per genotype were hybridized. Microarray data were analysed based on ANOVA using a commercial software package (Micro Array Solution, version 1.0; SAS Institute, Cary, NC). Standard settings were used, except for the following specifications: log-linear mixed models were fitted for values of perfect matches, with genotype considered to be constant and the array identification, random. Custom CDF with Unigene-based gene/transcript definitions was used to annotate the arrays. Affected biological pathways reflected by the differential gene expression were determined by ORA based on Fisher's exact test.

### Statistical analysis

For each experiment, means ± SEM were determined. Statistical analyses were performed using student's *t*-test in one-factorial designs. Correlation was determined using Pearson's correlation coefficient; *F*-test was applied to determine significance. For multifactorial study designs, Two-way ANOVA and two-way ANOVA RM were used when appropriate. Holm–Sidak *post hoc* was applied when significant differences were found with an overall significance level = 0.05.

# Supplementary material for: TSC22D4 is a molecular output of hepatic wasting metabolism
**Source:** EMBO Mol Med. 2013 Jan 11;5(2):294–308. doi: 10.1002/emmm.201201869
**Supplement:** Supplementary file 1

## TSC22D4 is a molecular output of hepatic wasting metabolism

Allan Jones, Kilian Friedrich, Maria Rohm, Michaela Schäfer, Carolyn Algire, Philipp Kulozik, Oksana Seibert, Karin Müller-Decker, Tjeerd Sijmonsma, Daniela Strzoda, Carsten Sticht, Norbert Gretz, Geesje Dallinga-Thie, Barbara Leuchs, Manfred Kögl, Wolfgang Stremmel, Mauricio Berriel Diaz and Stephan Herzig

---

### Review timeline:

|                     |                  |
|---------------------|------------------|
| Submission date:    | 13 August 2012   |
| Editorial Decision: | 01 October 2012  |
| Revision received:  | 12 October 2012  |
| Editorial Decision: | 22 October 2012  |
| Revision received:  | 05 November 2012 |
| Accepted:           | 16 November 2012 |

---

### Transaction Report:

(Note: With the exception of the correction of typographical or spelling errors that could be a source of ambiguity, letters and reports are not edited. The original formatting of letters and referee reports may not be reflected in this compilation.)

1st Editorial Decision

01 October 2012

---

Thank you for the submission of your manuscript "Transforming growth factor-beta1 Stimulated Clone-22 D4 is a molecular output of hepatic wasting metabolism" to EMBO Molecular Medicine and please accept my apologies for the delayed reply. We have now heard back from the referees who agreed to evaluate your manuscript. You will see that they find the topic of your manuscript potentially interesting. However, they also raise significant concerns on the study, which should be addressed in a major revision of the manuscript.

In particular, reviewer #2 highlights that pair feeding studies have to be done and that tumor burden should be mentioned.

Given the balance of these evaluations, we would welcome a revision of your manuscript if you can convincingly address the issues that have been raised within the time constraints outlined below.

Revised manuscripts should be submitted within two months of a request for revision. They will otherwise be treated as new submissions, unless arranged otherwise with the editor.

I look forward to seeing a revised form of your manuscript as soon as possible.

Yours sincerely,

Editor  
EMBO Molecular Medicine

\*\*\*\*\* Reviewer's comments \*\*\*\*\*

## Referee #1 (Remarks):

It's an excellent work carried out by a highly qualified group of scientists. Although it is an exclusively experimental study it could be potentially translated, albeit not in the short term, into new therapeutic approaches for the treatment of cancer cachexia in the clinical practice.

## Referee #2 (Comments on Novelty/Model System):

the lack of pair feeding studies make it unclear as to whether the alterations described are "tumor - induced" at all.

## Referee #2 (Remarks):

Jones et al.

Introduction a broad ramble around various topics; I suggest that this section be completely rewritten with a specific emphasis on the topic of hepatic [lipid] metabolism in cancer cachexia, and culminating in a statement of hypothesis of the work.

Authors clearly demonstrate a deficit in VLDL formation in murine cancer [colon26] cachexia as well as establishing TSC22D4 as a key regulatory point in hepatic lipid metabolism  
Completely new findings on relation to the role[s] of TSC22D4 per se and in lipid metabolism of cancer cachexia.

That said, in this paper data presentation is onerously long and could be reduced substantially to make a more clear and focused presentation.

Several results are less highly related [Fig 1E] and could be deleted. Some results are barely or not at all discussed; [Fig 1 E; studies on methionine-choline deficient diet]. Not statistically significant [ie Fig 1D] results could be mentioned but the figures not shown. Some figures could be reformatted [Fig 1 B,D have huge wide bars with a huge wide space between them; this could be narrowed and made more compact].

Tumor burden is not mentioned at any place in the paper; please add specific tumor mass measurements for animal studies.

Pair feeding was not done - how do we know the lowered VLDL isn't just an effect of lowered food intake?? Pair feeding studies are essential to establish in what degree the specified changes are tumor induced.

With respect to methionine-choline deficient diet; is it possible that the tumor bearing state generates deficiency? See Sengeløv H et al. Inter-relationships between single carbon units' metabolism and resting energy expenditure in weight-losing patients with small cell lung cancer. Effects of methionine supply and chemotherapy. *Eur J Cancer*. 1994;30A(11):1616-20. Discuss the possibility that this could be happening.

Hard to relate these animal model findings to clinical evidence as there is barely any, but may want to cite Murphy RA, et al. Loss of adipose tissue and plasma phospholipids: relationship to survival in advanced cancer patients. *Clin Nutr*. 2010 Aug;29(4):482-7.

---

1st Revision - authors' response

12 October 2012

We thank the referees for their positive and thoughtful comments.  
Please find our point-by-point response below.

\*\*\*\*\* Reviewer's comments \*\*\*\*\*

## Referee #1 (Remarks):

It's an excellent work carried out by a highly qualified group of scientists. Although it is an exclusively experimental study it could be potentially translated, albeit not in the short term, into new therapeutic approaches for the treatment of cancer cachexia in the clinical practice.

*We thank the referee for the support.*

## Referee #2 (Comments on Novelty/Model System):

the lack of pair feeding studies make it unclear as to whether the alterations described are "tumor - induced" at all.

*We thank the referee for this important comment.*

*We agree with the referee that anorexia, i.e. impairment in food intake, is an important feature of the cancer cachectic phenotype. Thus, in order to investigate the metabolic impact of tumor growth independently of anorexia, we have terminated the experiments after reaching a certain degree of cachexia in the animals (roughly 10 % body weight loss). At this relatively early stage, food intake did not differ between the control and tumor-bearing groups as now shown in a new Figure S1B, thereby per se representing a condition of "pair-feeding". Despite no differences in food intake, the animals already showed a clear loss of lean and adipose tissue mass which is due to a tumor-induced overall catabolic metabolic state.*

*As food intake did not differ between groups any changes in circulating TG levels are unlikely to result from alterations in energy intake.*

*Furthermore, the VLDL secretion test is routinely done under fasting conditions, thereby demonstrating a clear difference in hepatic lipid handling under food-deprived conditions which can lead to hypotriglyceridemia as reported in this study.*

*Finally, supernatants of cachexia-inducing tumor cells were found to affect lipogenic gene expression of primary hepatocytes in an isolated co-culture system (Figure 8), demonstrating the capacity of isolated tumors to affect hepatic lipid handling in the absence of ("confounding") systemic food-derived signals.*

## Referee #2 (Remarks):

Jones et al.

Introduction a broad ramble around various topics; I suggest that this section be completely rewritten with a specific emphasis on the topic of hepatic [lipid] metabolism in cancer cachexia, and culminating in a statement of hypothesis of the work.

*We have shortened the introductory part accordingly and included a statement of hypothesis at the end of this paragraph.*

Authors clearly demonstrate a deficit in VLDL formation in murine cancer [colon26] cachexia as well as establishing TSC22D4 as a key regulatory point in hepatic lipid metabolism

Completely new findings on relation to the role[s] of TSC22D4 per se and in lipid metabolism of cancer cachexia.

That said, in this paper data presentation is onerously long and could be reduced substantially to make a more clear and focused presentation.

*We have shortened the text accordingly and removed a number of figures from the main manuscript.*

Several results are less highly related [Fig 1E] and could be deleted. Some results are barely or not at all discussed; [Fig 1E; studies on methionine-choline deficient diet]. Not statistically significant [ie Fig 1D] results could be mentioned but the figures not shown. Some figures could be reformatted [Fig 1 B,D have huge wide bars with a huge wide space between them; this could be narrowed and made more compact].

*We have removed Fig. 1D and E as requested. Relevant figures have been re-formatted.*

Tumor burden is not mentioned at any place in the paper; please add specific tumor mass measurements for animal studies.

*We have included tumor mass measurements as requested (New Figure S1A).*

Pair feeding was not done - how do we know the lowered VLDL isn't just an effect of lowered food intake?? Pair feeding studies are essential to establish in what degree the specified changes are tumor induced.

*Please see our comment above.*

With respect to methionine-choline deficient diet; is it possible that the tumor bearing state generates deficiency? See Sengeløv H et al. Inter-relationships between single carbon units' metabolism and resting energy expenditure in weight-losing patients with small cell lung cancer. Effects of methionine supply and chemotherapy. Eur J Cancer. 1994;30A(11):1616-20. Discuss the possibility that this could be happening.

*We thank the referee for this interesting comment. The "deficiency possibility" is now discussed as suggested.*

Hard to relate these animal model findings to clinical evidence as there is barely any, but may want to cite Murphy RA, et al. Loss of adipose tissue and plasma phospholipids: relationship to survival in advanced cancer patients. Clin Nutr. 2010 Aug;29(4):482-7.

*We have cited the mentioned paper as suggested.*

2nd Editorial Decision

22 October 2012

Thank you for the submission of your revised manuscript to EMBO Molecular Medicine. We have now received the enclosed report from the referee who was asked to re-assess it in light of your previous submission.

As you will see, the reviewer is now supportive of publication and I am glad to let you know that we can proceed with the official acceptance of the manuscript after the following editorial points have been addressed:

- The description of all reported data that includes statistical testing must state the name of the statistical test used to generate error bars and P values, the number (n) of independent experiments underlying each data point (not replicate measures of one sample), and the actual P value for each test (not merely 'significant' or ' $P < 0.05$ '). Please see [http://onlinelibrary.wiley.com/journal/10.1002/\(ISSN\)1757-4684/homepage/ForAuthors.html#data2](http://onlinelibrary.wiley.com/journal/10.1002/(ISSN)1757-4684/homepage/ForAuthors.html#data2) for more information.

- For experiments involving human subjects the submission must include a statement that informed consent was obtained from all subjects and that the experiments conformed to the principles set out in the WMA Declaration of Helsinki [<http://www.wma.net/en/30publications/10policies/b3/>] and the NIH Belmont Report [<http://ohsr.od.nih.gov/guidelines/belmont.html>]. Please see our Guide to Authors for further information and provide the necessary information in the respective Material and Methods part.

Please submit your revised manuscript within two weeks. I look forward to seeing a revised form of your manuscript as soon as possible.

Yours sincerely,

Editor  
EMBO Molecular Medicine

\*\*\*\*\* Reviewer's comments \*\*\*\*\*

Referee #2 (Comments on Novelty/Model System):

Please refer to previous review.

Referee #2 (Remarks):

The authors have fully corrected the manuscript in function of reviewer comments.

2nd Revision - authors' response

05 November 2012

As requested, we have now additionally stated the names of the statistical tests used to generate error bars and P values, the number (n) of independent experiments, and the actual P value for each test. Corresponding information have been inserted into the figure legends, the individual figure panels, and the materials and methods section.

# Supplementary material for: TSC22D4 is a molecular output of hepatic wasting metabolism
**Source:** EMBO Mol Med. 2013 Jan 11;5(2):294–308. doi: 10.1002/emmm.201201869

## **Supplementary Data**

### **Table of contents**

Supplementary Table 1

Supplementary Figure Legends

Supplementary Figures S1 – S6

Table 1:

**Fatty acid biosynthesis**

**p= 0,041**

Acacb

Acaca

Fasn

Oxsm

**Biosynthesis of unsaturated fatty acids p= 0,002**

Pecr

Acox1

Elovl6

Acot2

Scd1

Scd2

Acaa1b

Acot1

Elovl2

Hsd17b12

Elovl5

Acot7

Ptplb

## **SUPPLEMENTARY FIGURE LEGENDS**

### **Supplementary figure 1.**

a, Tumor mass of Balb/C mice injected with PBS or  $1.5 \times 10^6$  colon 26 (C26) cells after 3 weeks (means  $\pm$  SEM,  $n \geq 6$ ). b, Daily food intake per mouse in the same mice as in a. (Two Way Repeated Measures ANOVA; Holm-Sidak post hoc) c, Liver cholesterol levels in the same mice as in a. d, Liver triglyceride levels in the same mice as in a. Statistical test c-d: student's t-test.

### **Supplementary figure 2.**

a, Quantitative PCR analysis of hepatic Tsc22d4 RNA levels in mice treated with either PBS or  $1.5 \times 10^6$  Colon (C) 26 carcinoma cells (means  $\pm$  SEM,  $n \geq 6$ ). b, Body weight of C57Bl/6 mice fed a methionine and choline deficient diet (MCD) or a corresponding control diet for 4 weeks (means  $\pm$  SEM,  $n \geq 5$ , Two Way Repeated Measures ANOVA; Holm-Sidak post hoc). c, Total body fat content of the same mice as in b (means  $\pm$  SEM,  $n \geq 5$ , Two Way Repeated Measures ANOVA; Holm-Sidak method). d, Liver triglyceride levels of the same mice as in b. e, Serum alanine transaminase (ALT) levels in the same mice as in b. f, Blood glucose levels in the same mice as in b. g, Liver weight in the same mice as in b. h, Quantitative PCR analysis of hepatic Tsc22d4 RNA levels in mice fed a low fat diet (LFD) or a high fat diet (HFD) for 11 weeks (means  $\pm$  SEM,  $n \geq 4$ ). Statistical test a, d-h: student's t-test.

### **Supplementary figure 3.**

a-j, Body weight (a), liver weight (b), fat weight (c), lean weight (d), fasting liver triglycerides (e), lipoprotein-associated serum cholesterol (f), liver cholesterol (g), serum non-esterified free fatty acids (NEFA) (h), liver NEFA (i) and serum insulin (j) levels, in control or TSC22D4 shRNA adenovirus-injected C57Bl6 mice 7 days after injection (means  $\pm$  SEM,  $n \geq 7$ ). k-l, Hepatic TSC22D4 RNA (k) and protein (l) levels in TSC22D4 miRNA adeno-associated virus-injected C57Bl6 mice (means  $\pm$  SEM,  $n \geq 5$ ). m-n, Serum triglyceride (m) and cholesterol (n) levels in the same mice as in k. Statistical test a-d, g-k, m-n: student's t-test.

### **Supplementary figure 4.**

a-f, body weight (a), fat weight (b), lean weight (c), liver weight (d), serum cholesterol (e) and liver cholesterol (f) levels in fasted or fed control or TSC22D4 cDNA adenovirus-injected C57Bl6 mice 7 days after injection (means  $\pm$  SEM,  $n \geq 4$ ). g-l, Hepatic TSC22D4 protein levels (g), body weight (h), fat weight (i), lean weight (j), serum cholesterol (k) and liver cholesterol (l) levels in control or TSC22D4 cDNA adenovirus-injected C57Bl6 mice fed either a low fat diet (LFD) or a high fat diet (HFD) for 11 weeks 7 days after injection (means  $\pm$  SEM,  $n \geq 3$ ). Statistical test a-f, h-l: student's t-test.

### **Supplementary figure 5.**

a, Quantitative PCR analysis of lipolysis stimulated lipoprotein receptor (Lsr), low-density lipoprotein receptor (Ldlr) and lipoprotein receptor-related protein (Lrp) mRNA levels in livers of control or TSC22D4 shRNA-injected wild-type C57Bl6 mice (means  $\pm$  SEM,  $n \geq 7$ ).  
b, Quantitative PCR analysis of src-homology protein 1 (Shp1), cholesterol 7 alpha-

hydroxylase (Cyp7a1) in the same mice as in a. c, Quantitative PCR analysis of apolipoprotein C 1 (Apoc1), apolipoprotein C 2 (Apoc2), apolipoprotein A 1 (Apoa1), angiopoietin-like 3 (Angptl3), angiopoietin-like 4 (Angptl4) mRNA levels in the same mice as in a. d, Transient transfection assay of Hepalcl hepatocytes cotransfected with a pGL2\_FAS -150bp/-43bp FasN promoter construct and a construct expressing TSC22D4 cDNA (means  $\pm$  SEM,  $n \geq 3$ , Two Way ANOVA; Holm-Sidak post hoc). e, Western blot of liver, extracts from the same mice as in a using Lipin1, Acly and VCP antibodies. Statistical test a-c: student's t-test.

#### **Supplementary figure 6.**

a, Correlation of Peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC1a) and Transducin beta like 1 (TBL1) RNA expression and weight loss in mice treated with either PBS or  $1.5 \times 10^6$  Colon (C) 26 carcinoma cells (means  $\pm$  SEM,  $n \geq 6$ ). b, Nuclear receptor coactivator 1 (Src1), Peroxisome proliferator-activated receptor gamma coactivator 1-beta (PGC1b), Creb binding protein (CBP) and nuclear receptor coactivator 3 (Src3), RNA expression weight loss in the same mice as in a. Statistical test a-b: Pearson correlation coefficient, F-test to determine significance.

Figure S1

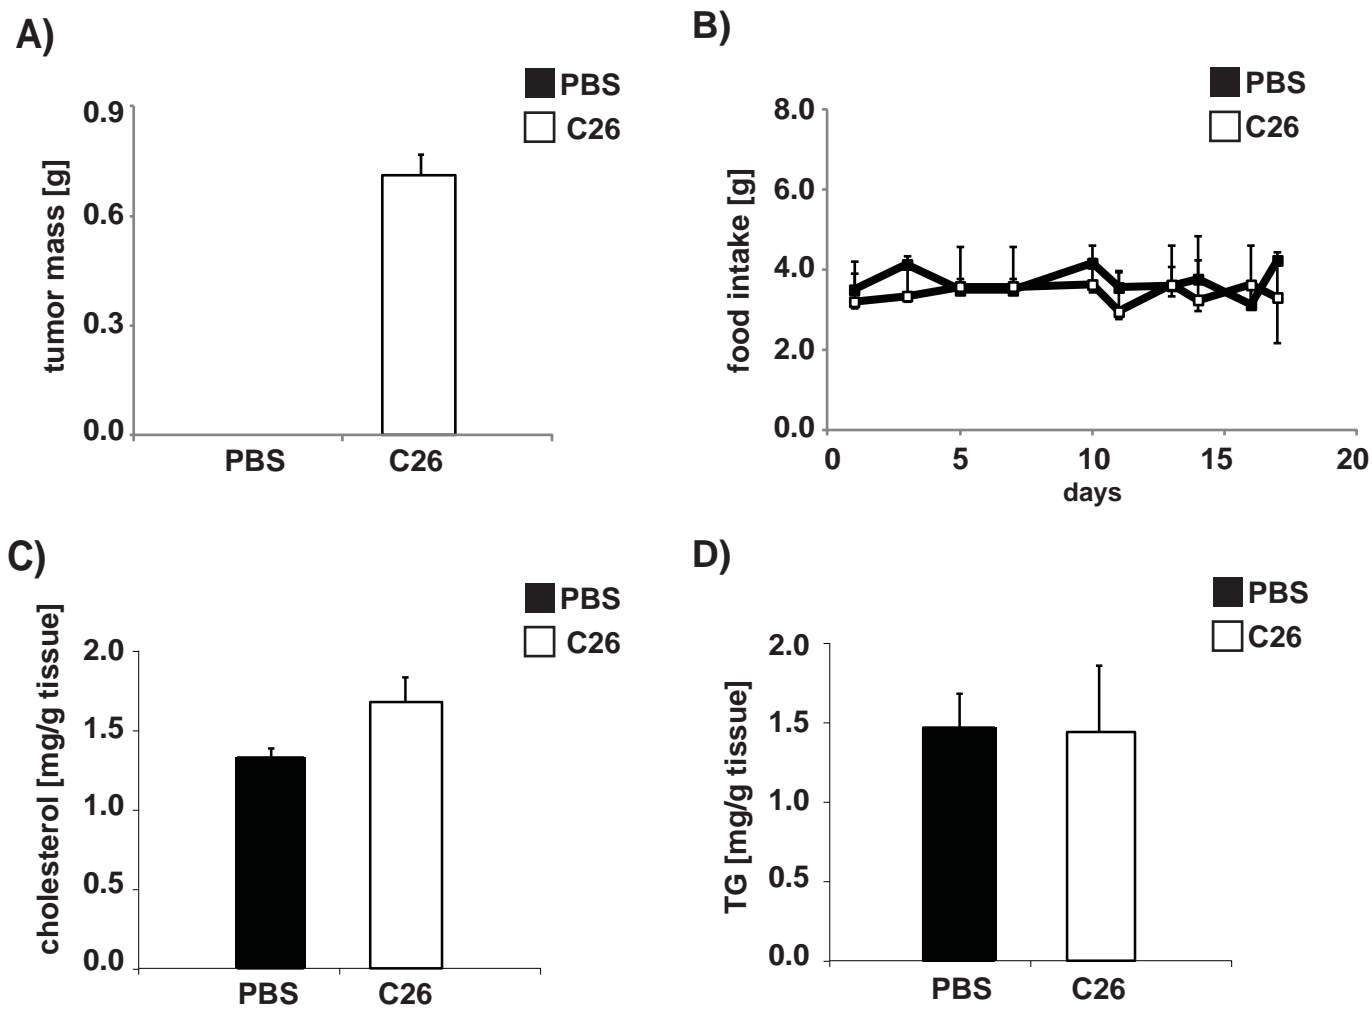

Figure S2

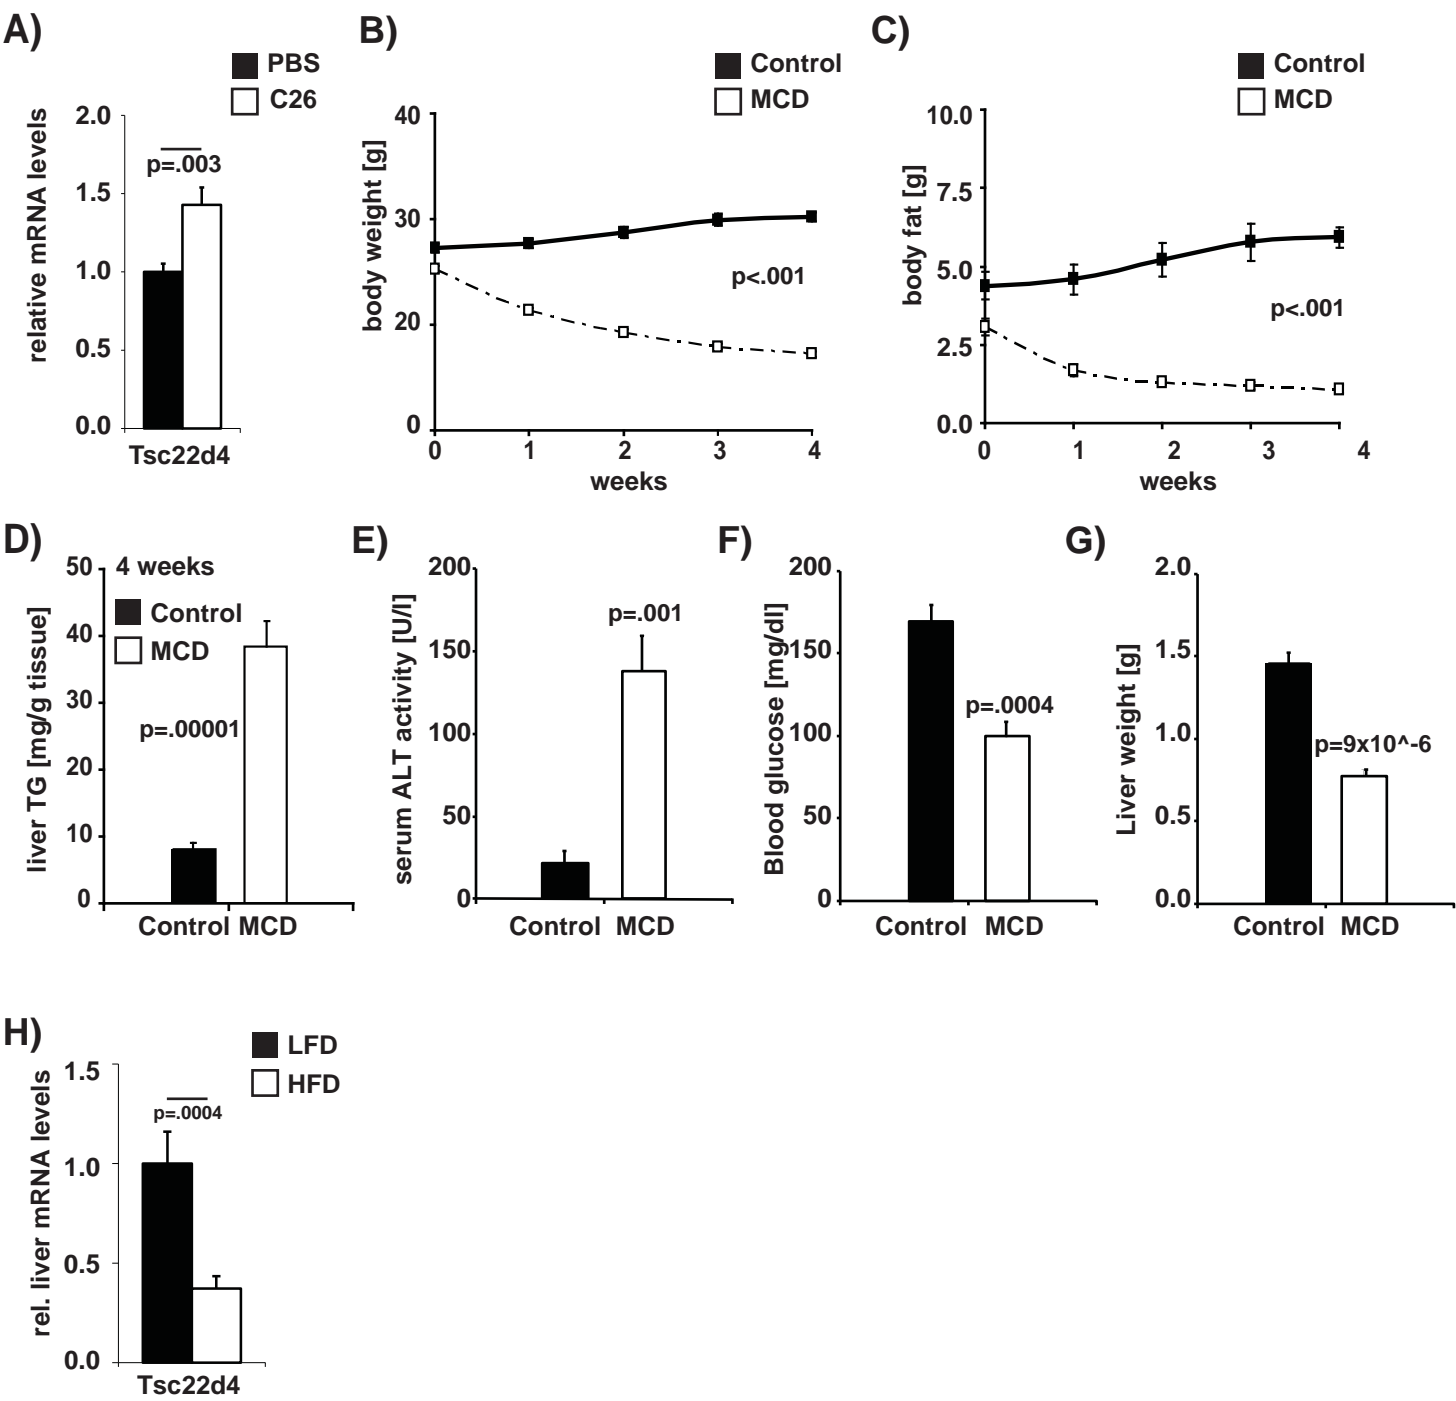

Figure S3

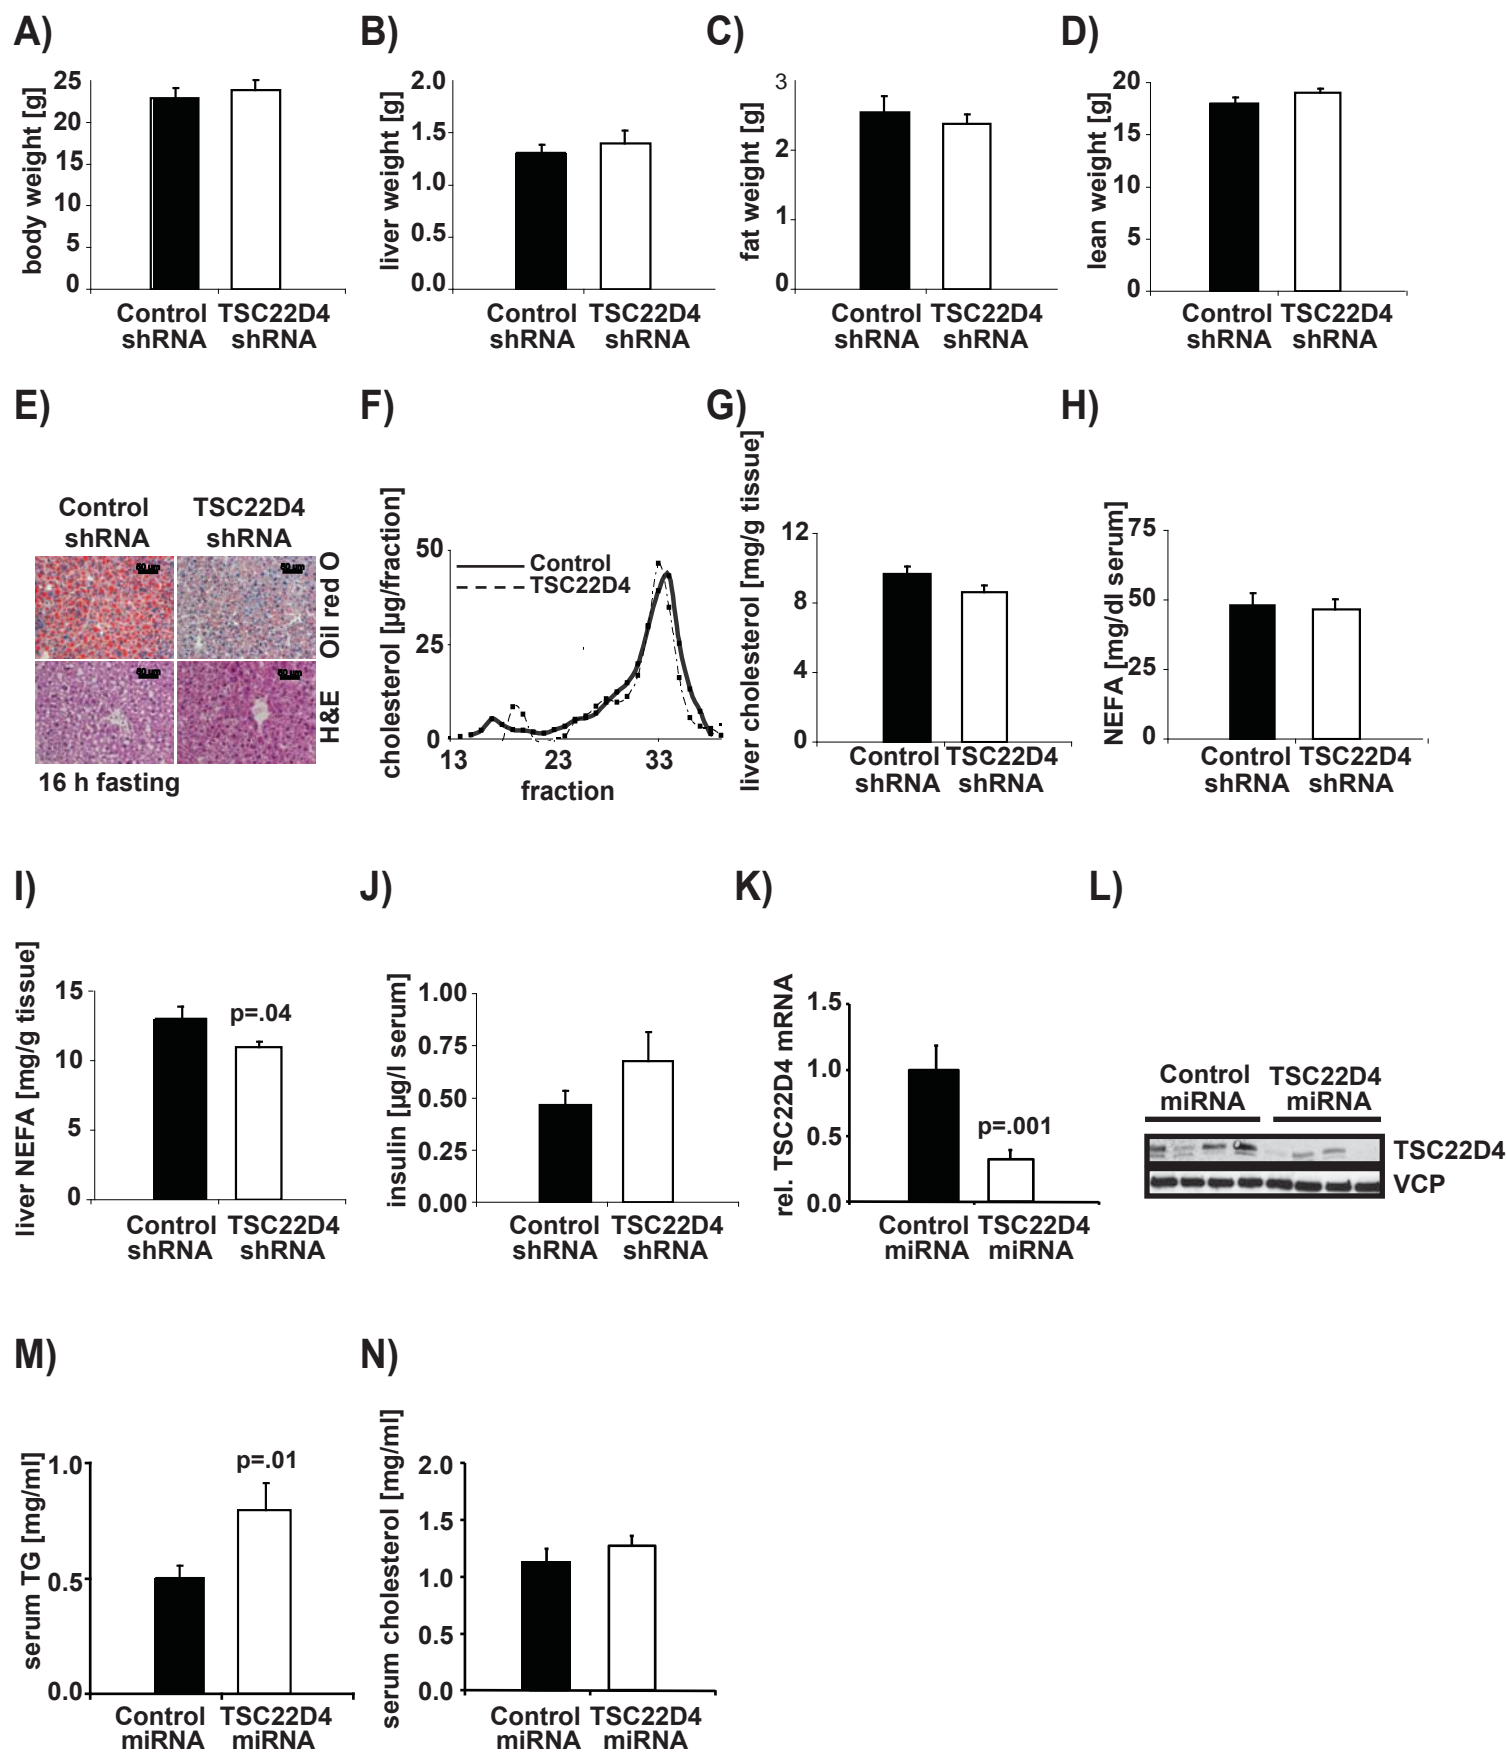

Figure S4

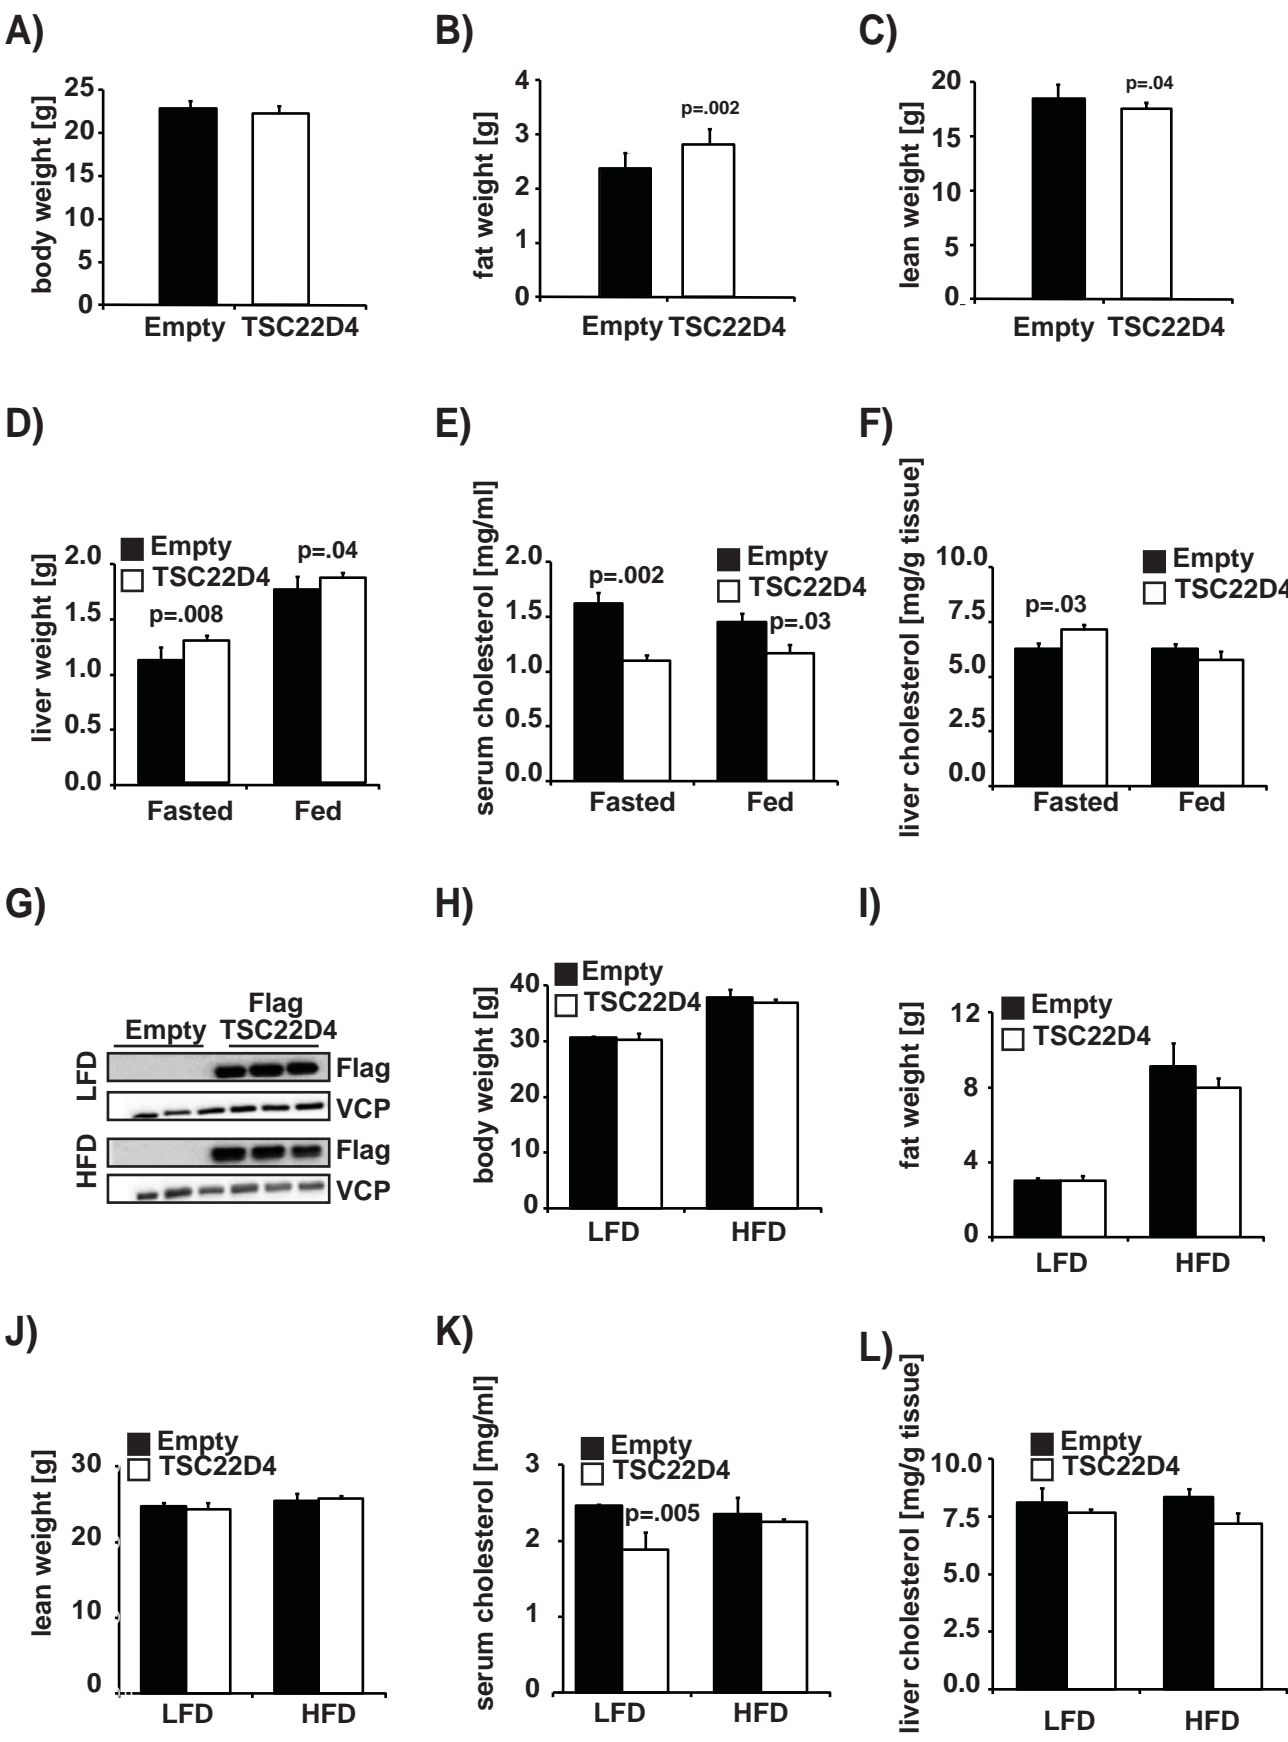

**Figure S5**

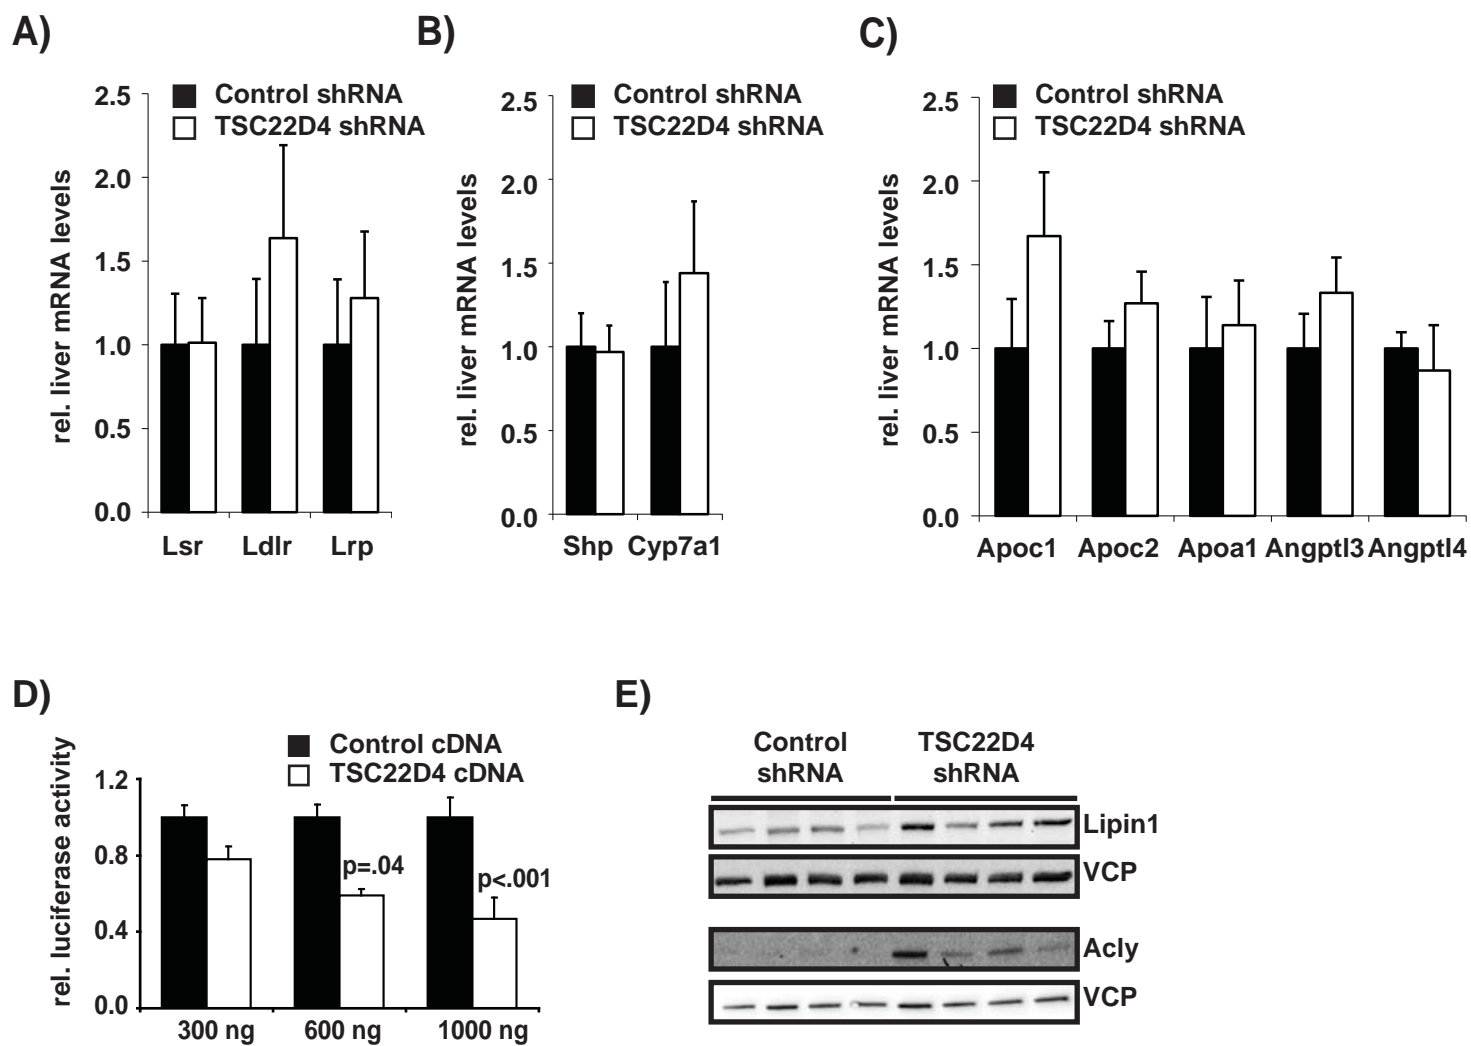

Figure S6

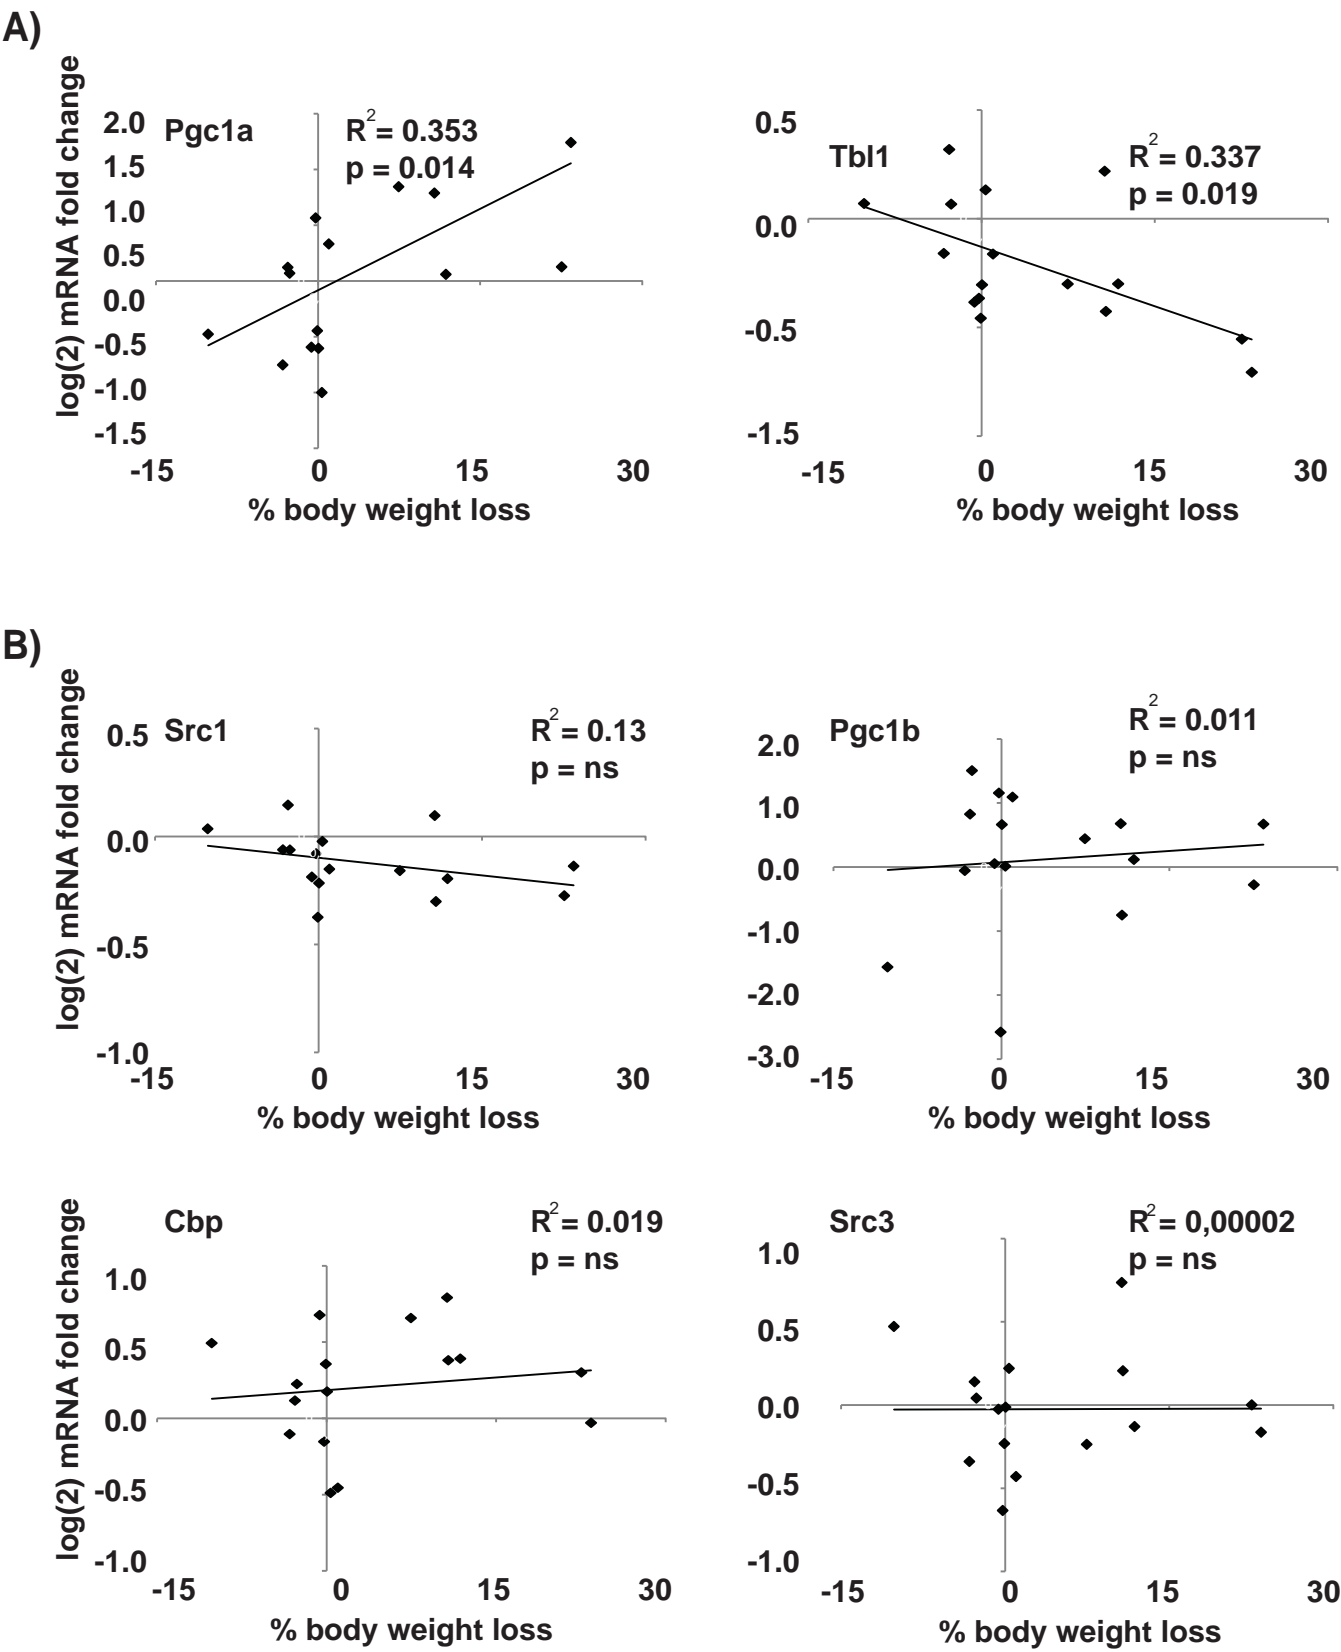

**Supplement:** Supplementary file 2

How the deposited data were processed for this re-analysis (not part of the article)

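Gene expression was measured in liver pools of C57Bl/6 mice 7 days after injection of Control shRNA or TSC22D4 shRNA adenovirus, with 3 arrays per group, 2 livers per array and 1 array type (Affymetrix Mouse Genome). The arrays of primary hepatocytes that the paper also describes were not analysed here. The replicate names A, B and C come from the sample labels, and the groups from the labels and the paper.

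The authors deposited 1 table of log2 values with 1 row per gene. By the paper's methods, the arrays were annotated with a custom CDF and analysed by ANOVA in Micro Array Solution with log-linear mixed models of the perfect-match values, with genotype fixed and array random, and pathways by over-representation with Fisher's exact test. How the background was corrected, and the version of the custom CDF, are not given in the sources used here, and the unit log2 was read from the values. The rows carry Entrez gene numbers. The sorted values of the 6 arrays differ by 0, so the values were quantile normalized before they were deposited. This removes differences in overall brightness between arrays, and a change shared by most genes with them.

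Genes were named through the platform annotation of the rows, with symbols taken from RefSeq (GRCm38.p6) by gene number. Of 16331 gene rows, 15644 have 1 symbol, 0 have several and 687 have none listed; the last stay unnamed here and were tested with the rest. The genome build of the probe definitions is not given in the sources used here, and no coordinates are printed.

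Groups were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the values as deposited, without a filter and without a block, two-sided, and with Benjamini-Hochberg adjustment over all gene rows (threshold 0.05). Fold changes are TSC22D4 shRNA over Control shRNA. Given the 3 arrays per group, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so none is printed. The gene lists, the rule for named genes and the alternatives below were set before the data were examined. For 40 gene lists, limma's camera compared each list with all other genes at a preset correlation between genes of 0.01, with adjustment over the lists. Its estimated-correlation form was run beside it, and no list had an adjusted p under 0.05 there. Monocyte and neutrophil markers had an estimated correlation of -0.0713, below the preset value, yet camera's unadjusted p rose from 8.88e-05 to 0.0149. For acute phase genes (-0.0263) it rose from 3.00e-04 to 0.0162. The other lists that passed had estimated correlations above the preset value. A call that ended in this form therefore does not by itself show that correlation between genes undid it. A list's count of genes is given over all genes tested and adjusted over the list alone.

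Named genes follow 1 rule: the genes the paper names for this experiment, the 12 largest rises and the 12 largest falls among genes past the threshold with all 3 knockdown arrays beyond all 3 control arrays, and in each list described up to 4 members in its direction and up to 2 in the other. Lpin2, Lpin3, Tsc22d1, Tsc22d2 and Tsc22d3 are named outside this rule, as the relatives of genes the paper discusses. Acaca and Vcp were not analysed here, and some other genes are not reported here.

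The procedure was tested on simulated arrays with the real means and variances of the 16331 rows, of which 200 were changed. It recovered 38.8% of the 67 genes changed by 0.5 on the log2 scale, 92.5% of the 67 changed by 1 and all 66 changed by 2, with 7 unchanged genes called. The cut-off of the Benjamini-Hochberg adjustment depends on the share of changed rows. As 4551 rows were called in the real data, these recovery values do not carry over to it. With no list shifted, camera called 0 of 40 simulated lists. With the fatty acid synthesis list shifted by 0.5, it called that list and 2 that share genes with it. As only means and variances were taken from the data, this does not test camera under the correlation between genes estimated from the arrays.

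The alternatives for the values were a repeated quantile normalization, median centring, and leaving out the dimmest 25% or 50% of the rows. A block for the replicate name was also tried, as was leaving out each array in turn. For the test, the alternatives were eBayes with trend and robust options, array weights, other thresholds and other list tests. An ANOVA with 1 factor, without moderation, was also run on the gene values. The paper's mixed models of perfect-match values were not fitted here. A pseudocount and an average over several rows per gene had nothing to act on, since the values are logs with 1 row per gene. The precision of each value is limited by the number of arrays. The table gives no detection calls; 60 rows of olfactory and vomeronasal receptors, which liver is not known to use and which were chosen after the data were seen, have a median log2 level of 3.44 and a 95th percentile of 4.42, and 10235 rows, or 62.7%, lie above the latter.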

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

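Of the tests here, those of time of day, of feeding and of other splits of the arrays were set before their results were seen; those of the group labels, of T and NK cells, of other cell types, of the inflammatory response and of Control pool C were chosen afterwards. The test of mixing was first set on T and NK markers, with a median share of 0.281, whose difference from that of the interferon genes had an interval from -0.0175 to 0.376 and did not decide it, and the test of other cell types on Kupffer cell markers, which went both ways; both were replaced after these values were seen. The background was taken off in the test of T and NK cells after its value without this step was seen.

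Of the gene lists that the paper does not discuss, 7 passed camera's test with at least 50% of their measured members past the threshold in 1 direction. None of these calls held with an estimated correlation, a form in which no list tested passed. The interferon response had a median log2 fold change of -2.68. The markers of T and NK cells had a median of -1.20, those of monocytes and neutrophils of -0.78, and the p53 and DNA damage genes of -1.24. All 16 measured genes of cholesterol synthesis rose, with a median of 1.29 (camera adjusted p = 6.08e-11, and adjusted p = 0.412 with an estimated correlation), among them the sterol carrier Stard4 (5.01-fold), lanosterol synthase Lss (3.71-fold), Dhcr7 (2.57-fold), Msmo1 (2.51-fold) and Hsd17b7 (2.37-fold). Genes of glucose metabolism and insulin signalling had a median of 0.54, with 11 of 17 higher and 1 lower (12 higher and 1 lower when adjusted over the list alone, 7, 9, 12, 8, 7 and 6 higher with 1 pool left out, and 2 lower without Control pool C; camera adjusted p = 0.00199, and adjusted p = 0.414 with an estimated correlation), with Igfbp2 2.15-fold, the liver glycogen phosphorylase Pygl 1.55-fold and the glucose carrier Slc2a2 (log2 fold change 0.48) higher and Pfkfb3 1.67-fold lower. Male-predominant liver genes had a median of 0.52, with 6 of 12 higher and none lower. Adjusted over the list alone, 7 were higher and 0 lower. With 1 pool left out, 2, 3, 9, 3, 3 and 2 were higher. Camera's adjusted p was 0.0167, 0.0759 without the dimmest 50% of the rows and 2.94e-04 to 0.0759 over all refits. The list did not pass with fry (adjusted p = 0.0986) or with an estimated correlation (adjusted p = 0.576). Its mean level was 10.78, 10.63 and 11.47 in Control pools A, B and C against 11.46 to 11.89 in the knockdown pools. Counts with 1 pool left out are in the order of Control pools A, B and C and TSC22D4 shRNA pools A, B and C.

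The lower interferon response genes in the TSC22D4 shRNA livers are the largest shift among the 40 lists. Swapped group labels are argued against by the targeted gene, Tsc22d4, with a log2 fold change of -0.90. A fall of all non-hepatocyte cells as large as that of the T and NK markers is argued against by the sinusoidal endothelium markers. Their mean change lay 1.64 above that of the T and NK markers (standard error 0.15, which leaves out the spread between markers). The endothelium markers went both ways, 5 of 12 higher and 3 lower, from -1.43 to 1.25, so a smaller fall stays open. Fewer T and NK cells as the only source are argued against by the levels in the control pools. The mean level there was 11.03 to 11.37 for the interferon list and 6.28 to 6.70 for the T and NK markers. Levels of different genes compare only roughly on arrays, so such cells stay open as a part of the source. The log2 changes did not decide it. The mean change of the interferon list minus that of the 14 T and NK markers above background was -1.49. These markers lie near the floor in the knockdown pools (mean level 5.21). With the background level taken off, the difference was -0.46 (standard error over genes 0.60). The loss of TSC22D4 and a difference between the viruses in dose, purity or shRNA sequence also stay open as candidate explanations, since each group received 1 virus and no uninjected mice were analysed here. With 10 splits of the 6 arrays into 3 and 3, no share under 0.05 can be reached; the real split gave an absolute median of 2.68 and the highest of the others 1.09 (1 split as large, the real one).

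The higher fatty acid synthesis genes came from the same arrays. More recent feeding of the TSC22D4 shRNA mice is argued against by the genes that fasting induces. Of these genes, 8 of 15 were higher and 1 lower, a difference of -7. Whether the interferon difference also moves these genes was not tested. A different time of day stays open: the median change of the Arntl arm of the clock lay 0.0872 above that of the Per and Dbp arm, with a bootstrap 95% interval over genes from -0.11 to 0.57. Release from the inflammatory response of the control livers also stays open, since Control pool C covered 0.204 of the group difference in fatty acid synthesis genes, 0.212 of that in T and NK markers and 0.0602 of that in interferon genes, and so does the loss of TSC22D4 itself. For the latter the paper has evidence outside these arrays. Knockdown induced lipogenic genes in primary mouse and human hepatocytes (Fig 7B and D), which the paper reads as cell autonomous in mouse. Overexpression lowered such genes in liver (Fig 7C) and the activity of a FAS reporter (Supporting Information Fig S5D). How much of the rise in these livers the loss of TSC22D4 accounts for was not tested. The real split gave a median of 1.22 and the highest of the other splits 0.72 (1 of 10 splits as large), and so few splits cannot give a share under 0.05.

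Control pool C lay between the groups. A wrong group label for this pool is argued against by its Tsc22d4 level of 7.52, between Control pools A and B. Material of the knockdown group mixed into it would move every gene by 1 share on the linear scale, yet the median share was 0.560 for 10 p53 and DNA damage genes and 0.144 for 24 interferon genes, a difference of 0.416 (bootstrap 95% interval over genes 0.215 to 0.523), and of 0.360 against the 9 interferon genes with a control level under 11. A difference between its 2 mice and the other control mice, for example in virus uptake, may account for it and was not tested.

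For the count of changed genes, the real split gave 4551 genes past the threshold with limma and each of the others 0 (6303 and at most 693 at an unadjusted p under 0.05); 1 of 10 splits was as large, and so few splits cannot reach a share under 0.05.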

How the results depend on the processing

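The counts of 2552 higher and 1999 lower genes ran from 1622 to 3151 and from 1347 to 2567 when 1 array was left out. With the 1-factor ANOVA, they were 1071 and 941 after Benjamini-Hochberg adjustment and 3155 and 2424 at an unadjusted p under 0.05. With limma and a log2 fold change of at least 1 asked for as well, they were 274 and 505. Fewer arrays and a test without moderation lower the power by construction. The counts nevertheless rose without Control pool C (3151 higher and 2567 lower), so the number of arrays alone does not set them. The other alternatives for the counts stayed within 1.5 times. With the replicate name as a block, 2312 genes were higher and 1894 lower. Arrays of the same name deviated together by r = 0.0543, 0.0326 and 0.0254 across genes, the highest value for every array but below 0.1, so the names were not taken to pair the samples. Repeating the quantile normalization moved no log2 fold change by more than 0.0181 and median centring moved none, so neither says anything about stability. No gene past the threshold changed its direction and stayed past the threshold under any of the refits compared, and of the 4551 changed genes 2953 were kept without Control pool A, 3175 without B and 4365 without C, and 2954, 2983 and 3027 without TSC22D4 shRNA pools A, B and C.

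With an estimated correlation, the camera adjusted p was 0.414 for fatty acid synthesis and 0.400 for the Fig 7A genes. It was 0.453 for bile acid synthesis and 0.245 for the interferon response. No list passed in that form, so these values do not tell the lists apart. The directional fry test kept all 4 calls (adjusted p 0.00593, 0.00394, 0.0238 and 2.98e-04). Lipoprotein receptors and uptake passed with fry (adjusted p = 0.0124) and Fisher's exact test (0.00412) of its calls. So did one-carbon and methionine metabolism (0.00878 and 0.0243). Fry does not compare a list with other genes. Values that did not pass changed sign: the median of the female-predominant genes was 0.27 without the dimmest 50% of the rows and -0.105 to 0.0111 with 1 array left out. Leaving out 1 array gave medians of -0.00488 to 0.0293 for apolipoproteins and modulators of LPL, -0.0589 to 0.0529 for bile acid and biliary lipid transport, -0.0563 to 0.0600 for adipocyte markers, -0.160 to 0.0110 for exocrine pancreas markers and -0.222 to 0.0264 for the co-factors of Fig 3A, and log2 fold changes of -0.17 to 0.27 for Apoc2, -0.67 to 0.41 for Angptl4, -0.251 to 0.0492 for Nr0b2, -0.181 to 0.00212 for Lpin3, -0.0352 to 0.479 for Tsc22d1 and -0.554 to 0.0534 for Tsc22d3. Apoc2 was at -0.0396 with array weights. The cause was not tested. Of all comparisons of a named gene with an alternative, 2293 kept direction and side of the threshold, 218 lost it, 12 gained it and 8 changed sign. For lists these were 572, 21, 28 and 13. The kept ones include 182 genes and 40 lists each from quantile normalization and median centring, which say nothing about stability. With the 1-factor ANOVA and Benjamini-Hochberg adjustment alone, 72 named genes lost their calls. Signal near background limits dim genes such as Vldlr.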

Differences from the paper's values

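For Scd1, the paper's quantitative PCR gave a fold of about 5.8 of TSC22D4 shRNA over Control shRNA in Fig 7A, read by eye, and the arrays gave 2.73. For Apoc1, the paper's fold is about 1.7 in Supporting Information Fig S5C, read by eye, and that of the arrays 1.01. Under the 14 alternatives set before the data were examined that give a fold for a single gene, Scd1 ran from 2.47 to 2.91. Apoc1 ran from 1.01 to 1.03, and none came within the paper's stated error (SEM) of its value. Median centring, leaving out dim rows, the replicate block, the trend and robust options and the 1-factor ANOVA left both folds unchanged. These settings therefore do not bear on the difference. The PCR was run on single mice, the arrays on pools of 2. Apoc1 lies at log2 levels of 13.96 and 13.98, close to the highest array value of 14.9. Whether the arrays could show a larger rise from this level was not tested. The narrow range of its array values is therefore not taken as a bound on a difference.

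The paper states that SREBP-1c was induced. On the arrays Srebf1 had a log2 fold change of 0.64 (adjusted p = 0.0574 from limma) and did not pass, though it did without the dimmest 25% of the rows (adjusted p = 0.0421), without the dimmest 50% (0.0400), with the trend and robust options (0.0487), without TSC22D4 shRNA pool C (0.0277) and at a threshold of 0.1. Fasn, Acly, Scd1 and Lpin1 rose, as the paper states.

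The paper states that bile acid synthesis genes were unaltered. The list fixed here holds genes that control this synthesis beside its enzymes. Its risers include Fgfr4 (log2 fold change 0.75) and Klb (0.91), so its count is not one of enzymes alone. Of its 18 genes, 9 were higher and 1 lower, while Cyp7a1, which the paper measured, did not pass. With 1 pool left out, 5 to 10 were higher and 0 or 1 lower. The protein that the legend of Supporting Information Fig S5B names beside Cyp7a1 is encoded by Ptpn6, which was lower, with a log2 fold change of -1.03 (adjusted p = 3.20e-04 from limma). Ptpn6 is not in the bile acid list fixed here. Nr0b2, a gene of bile acid control with a like short name that the paper does not name, did not pass (-0.12, adjusted p = 0.666). Whether the legend meant Nr0b2 cannot be told here. The fall of Ptpn6 is therefore not counted as a difference from the paper's statement on bile acid synthesis.

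The paper states that VLDL receptor genes were unaffected. Lrp1 had a log2 fold change of 0.76 (adjusted p = 0.00313 from limma). Its fold of 1.69 stands beside the paper's PCR fold of about 1.3 in Supporting Information Fig S5A, read by eye, which lies in the same direction and within 1.5 times. Lsr did not pass, except without Control pool C or with array weights. Of the lipid transporter and LPL inhibitor genes that the paper reports as unaltered, Apoc1, Apoc2, Apoa1 and Angptl4 did not pass either. For Apoa1, at a control level of 14.52 near the highest array value, this does not show that it was unaltered. The same holds for Apoc1.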

Other observations

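Besides the lipid genes, the largest rises were Obp2a (11.5-fold), Ugt2b38 (8.30-fold), the transcriptional regulator Hes6 (6.54-fold), the lysolipid carrier Mfsd2a (6.39-fold, from a control level of 4.94 near the background), the collectin Colec10 (6.38-fold), Serpina4-ps1 (log2 fold change 2.54) and the RNA polymerase III subunit Polr3g (from within the background to a log2 level of 6.43). The call of Ugt2b38 ended without any pool but Control pool C (adjusted p 0.0599 to 0.0881). That of Serpina4-ps1 ended without Control pool A or B or TSC22D4 shRNA pool A or C (0.0563 to 0.0807). In Control pools A, B and C, the log2 levels of Ugt2b38 were 5.46, 5.59 and 8.47. Those of Serpina4-ps1 were 7.76, 7.50 and 9.46, so the size of both rises depended on Control pool C. Of 25 genes of fatty acid oxidation and PPAR alpha targets, 11 rose and 2 fell (12 higher and 2 lower when adjusted over the list alone, 1, 1, 4, 1, 1 and 2 lower with 1 pool left out; median log2 fold change 0.16, camera adjusted p = 0.00650, 0.0774 without the dimmest 50% of the rows, 0.00268 to 0.0774 over all refits, and adjusted p = 0.414 with an estimated correlation). Ppara rose 4.03-fold, the thioesterase Acot1 2.57-fold, Acaa2 1.43-fold and the hormone gene Fgf21 from a control level of 4.46, at the background, to 5.34, and Vnn1 fell 1.52-fold. Of 15 genes of the urea cycle and amino acid breakdown, 7 rose and 1 fell (7 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0194, 0.0512 without Control pool A, 0.0105 to 0.0835 over all refits, and adjusted p = 0.414 with an estimated correlation), with Slc25a13 2.13-fold and Prodh 1.98-fold higher. These counts with 1 pool left out are in the order of Control pools A, B and C and TSC22D4 shRNA pools A, B and C.

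Of 22 genes of drug metabolism, 6 fell and 3 rose (5 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.221). The glutathione transferases Gstm3 and Gsta2 fell 5.69-fold and 3.67-fold and the quinone reductase Nqo1 2.89-fold, and the cytochromes Cyp2c37 and Cyp2c29 rose 2.16-fold and 1.92-fold. Of 21 genes of the unfolded protein and integrated stress response, 5 rose and 5 fell (8 higher and 6 lower when adjusted over the list alone, 3, 2, 10, 4, 4 and 4 higher with 1 pool left out, and 3, 4, 5, 3, 5 and 3 lower with 1 pool left out; camera adjusted p = 0.708): Atf3 fell 8.32-fold and Ddit3 2.91-fold, while Atf5 rose 2.26-fold and the chaperone Hsp90b1 1.49-fold. Of 15 stellate cell and matrix genes, 7 fell and 3 rose. Adjusted over the list alone, 3 were higher and 8 lower, and 4 were lower without TSC22D4 shRNA pool A or B. Camera's adjusted p was 0.0675, and 0.00970 to 0.263 over all refits. It was 0.00970 without Control pool C, 0.0373 without TSC22D4 shRNA pool C and 0.0285 with array weights. Fisher's exact test of the lower genes passed (adjusted p = 0.00711), while fry did not (adjusted p = 0.428). Acta2, Col1a2 and Col3a1, genes of activated stellate cells and matrix, fell 2.14-fold, 1.73-fold and 1.89-fold, and Lrat and Reln, genes of quiescent stellate cells, rose 2.57-fold and 3.57-fold. Cell cycle genes went both ways, 4 of 25 higher and 4 lower (4 higher and 4 lower when adjusted over the list alone, 1, 2, 6, 3, 1 and 1 higher with 1 pool left out; camera adjusted p = 0.957), with cyclin D1 (Ccnd1) 2.62-fold lower. These counts with 1 pool left out are in the order of Control pools A, B and C and TSC22D4 shRNA pools A, B and C.

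The paper's Supporting Information Table 1 lists genes induced in primary hepatocytes after TSC22D4 knockdown. In the livers, 9 of the 14 measured here rose and none fell (9 higher and 0 lower when adjusted over the list alone; median log2 fold change 0.84, camera adjusted p = 7.66e-05, and adjusted p = 0.346 with an estimated correlation). Their mean level was 8.91, 8.89 and 9.06 in Control pools A, B and C and 9.75 to 9.97 in the knockdown pools. Of the 7 co-factors of Fig 3A, which the paper measured in another model and whose median (-0.11) and mean (0.0223) log2 fold changes differ in sign (camera adjusted p = 0.806, 1, 2, 2, 1, 2 and 1 higher with 1 pool left out, and 0, 0, 2, 0, 1 and 1 lower with 1 pool left out), Ppargc1b rose (1.50-fold), as did Ppargc1a (1.92-fold, not without Control pool A, TSC22D4 shRNA pool A or TSC22D4 shRNA pool C, adjusted p 0.0512 to 0.0737), and Ncoa3 fell (1.61-fold, not without Control pool A or B or TSC22D4 shRNA pool A, adjusted p 0.0500 to 0.0573). These counts with 1 pool left out are in the order of Control pools A, B and C and TSC22D4 shRNA pools A, B and C.

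Further lists did not pass with camera. Their counts of higher and lower genes were 5 and 2 of 16 for lipid droplets and lipolysis (camera adjusted p = 0.236, 3, 3, 7, 4, 3 and 3 higher with 1 pool left out, and 0, 0, 3, 0, 0 and 0 lower with 1 pool left out), 4 and 3 of 11 for LXR targets (0.708, 2 higher without TSC22D4 shRNA pool A), 1 and 3 of 8 for PPAR gamma and steatosis genes (0.256, 0, 0, 2, 0, 0 and 0 higher with 1 pool left out), 2 and 1 of 12 for phospholipid synthesis (0.664, 0 lower without TSC22D4 shRNA pool A), 1 and 2 of 11 for female-predominant genes (0.469, 0, 1, 0, 0, 1 and 0 higher with 1 pool left out, and 0, 0, 3, 0, 0 and 1 lower with 1 pool left out), 7 and 1 of 16 for one-carbon and methionine metabolism (0.0653, but 0.0315 without Control pool C, 0.0475 with array weights and 0.0484 with the replicate name as a block, and 0.0315 to 0.119 over all refits, 4, 6, 10, 4, 4 and 4 higher with 1 pool left out, and 0, 0, 2, 0, 0 and 0 lower with 1 pool left out) and 6 and 1 of 17 for the circadian clock (0.0575, but 0.0402 without Control pool B and 0.0392 without TSC22D4 shRNA pool C, 0.0453 with array weights and 0.0484 with the replicate name as a block, and 0.0392 to 0.193 over all refits, 3, 3, 8, 3, 3 and 5 higher with 1 pool left out, and 1, 0, 0, 0, 1 and 0 lower with 1 pool left out). Among other cell types, 1 of 7 cholangiocyte markers was lower (Epcam, 3 lower without Control pool B and 2 lower without Control pool C), 1 of 8 exocrine pancreas markers was higher (Cela1), and of 6 adipocyte markers and 3 red blood cell genes none passed with limma (adipocyte markers: 1 lower without Control pool C, red blood cell genes: 1 higher without Control pool C). These counts with 1 pool left out are in the order of Control pools A, B and C and TSC22D4 shRNA pools A, B and C. Some genes named in this part lost their calls with the 1-factor ANOVA and Benjamini-Hochberg adjustment. They were Ugt2b38, Hes6, Mfsd2a, Colec10, Serpina4-ps1, Prodh, Cyp2c37, Ncoa3, Ppargc1b, Ppargc1a, Col1a2, Col3a1 and Acta2.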
